# KLF-1 orchestrates a xenobiotic detoxification program essential for longevity of mitochondrial mutants

**DOI:** 10.1038/s41467-019-11275-w

**Published:** 2019-07-25

**Authors:** Marija Herholz, Estela Cepeda, Linda Baumann, Alexandra Kukat, Johannes Hermeling, Sarah Maciej, Karolina Szczepanowska, Victor Pavlenko, Peter Frommolt, Aleksandra Trifunovic

**Keywords:** Mitochondria, Ageing, Caenorhabditis elegans

## Abstract

Most manipulations that extend lifespan also increase resistance to various stress factors and environmental cues in a range of animals from yeast to mammals. However, the underlying molecular mechanisms regulating stress resistance during aging are still largely unknown. Here we identify Krüppel-like factor 1 (KLF-1) as a mediator of a cytoprotective response that dictates longevity induced by reduced mitochondrial function. A redox-regulated KLF-1 activation and transfer to the nucleus coincides with the peak of somatic mitochondrial biogenesis that occurs around a transition from larval stage L3 to D1. We further show that KLF-1 activates genes involved in the xenobiotic detoxification programme and identified cytochrome P450 oxidases, the KLF-1 main effectors, as longevity-assurance factors of mitochondrial mutants. Collectively, these findings underline the importance of the xenobiotic detoxification in the mitohormetic, longevity assurance pathway and identify KLF-1 as a central factor in orchestrating this response.

## Abstract (web summary)

Cytochrome P450 oxidases (CYPs) are enzymes that participate in the xenobiotic detoxification and their expression is enhanced in long-lived model organisms. Here the authors show that KLF-1 promotes *cyp* expression and ensures lifespan extension in *C. elegans* mitomutants by activating mitohormesis.

## Introduction

Lifespan extension in different species can be achieved by various genetic manipulations and treatments, such as disruption of insulin/IGF1 signalling, decrease in mitochondrial respiration, suppression of translation or caloric restriction. Despite very different origins of these longevity programmes, they all warrant increased resistance to various stresses like heat, oxidative stress or radiation^1,2^. Although the concept that lifespan might depend on the capacity to withstand external stress cues is very old, little is currently known about signalling pathways underlying these cytoprotective responses and their ability to affect lifespan. Furthermore, how much an individual cytoprotective mechanism contributes to the lifespan extension induced by different manipulations is a key question that remains to be answered^2^.

Transcription profiling of many long-lived mutants from worm to mouse has recently revealed that upregulation of a number of genes involved in xenobiotic detoxification is common to longevity-assurance pathways across different phyla^1^. Xenobiotic detoxification includes activation of drug-metabolizing enzymes (DMEs), which are classified in two main groups: phase I—mainly cytochrome P450 oxidases (CYPs) and phase II—mainly UDP-glucuronosyltransferases (UGTs), glutathione-S-transferases (GSTs), sulfotransferases, and acetyltransferases, coupled to the activity of phase III transporters that mediate the efflux of metabolic end products out of the cells after the completion of phase II conjugation^3^.

Interestingly, analyses of expression profiles from long-lived mice, including calorically restricted mice, different dwarf mice or mice treated with rapamycin, revealed that many CYPs are upregulated and positively correlate with increased longevity^4,5^. Moreover, increased expression of multiple *cyp* genes was reported in diverse long-lived *C. elegans* models, including mitochondrial mutants^6,7^. Although interesting, these findings provided just a correlative connection to longevity. Importantly, little is known about the activation and regulation of xenobiotic responses in respect to longevity, since most studies to date have focused only on describing changes in the DME expression in different mutants and conditions^1^.

Here we identify Krüppel-like factor 1 (KLF-1) as a major regulator of the detoxification response involved in longevity assurance in *Caenorhabditis elegans*. We show that upon mild mitochondrial dysfunction and/or oxidative stress, KLF-1 translocates to the nucleus and activates *cyp* genes that in different organisms often encode enzymes involved in the xenobiotic detoxification process. We further show that a redox-regulated KLF-1 activation coincides with the peak of somatic mitochondrial biogenesis that occurs between L3 and D1 and is essential for the mitohormetic response that dictates longevity.

## Results

### KLF-1 regulates the mitomutant longevity during adulthood

We performed a genome-wide RNAi screen starting with chromosome III of the existing feeding library^8^ in *isp-1(qm150);ctb-1(qm189)*, a long-lived mitochondrial mutant that carries two mutations in complex III subunits^9^. We focused ultimately on transcription factors that suppress longevity upon knockdown, but have no effect on wild-type (WT) lifespan. Only *klf-1* fulfilled these criteria (Fig. 1a). KLF-1 depletion in the *isp-1(qm150)* single mutant or the short-lived mitochondrial mutants, *gas-1(fc21)* and *mev-1(kn1)*, also led to a lifespan decrease (Supplementary Fig. 1a–c) in agreement with our previous observation that both long- and short-lived mutants activate the same longevity assurance responses^10^.

**Fig. 1:**
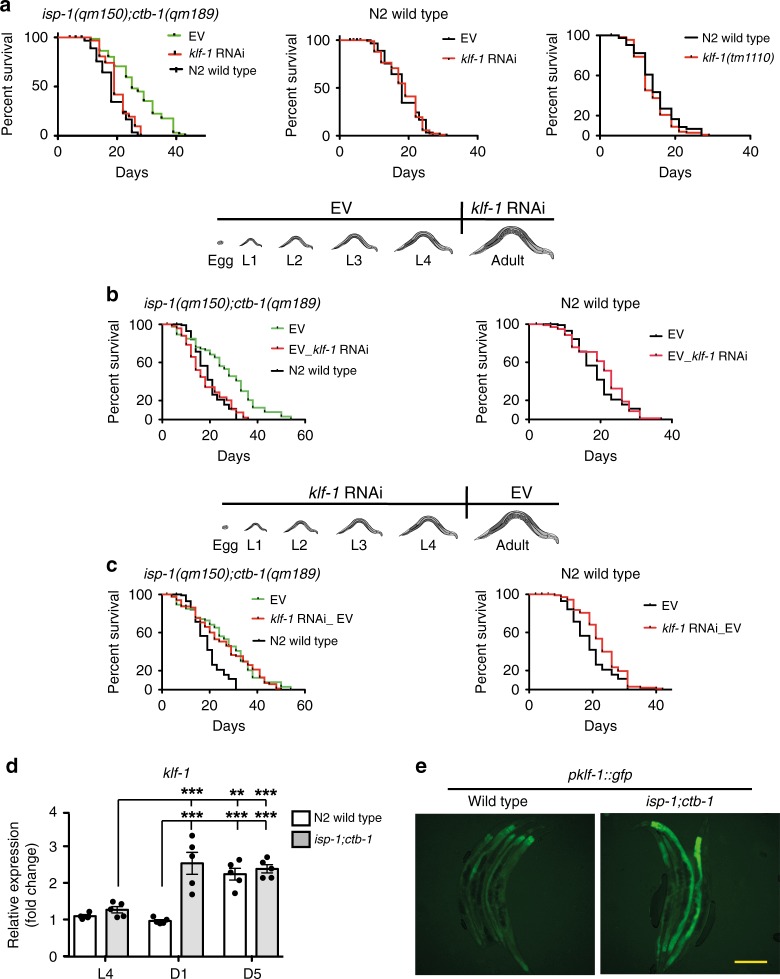
KLF-1 mediates the longevity of mitochondrial *isp-1;ctb-1* mutant. **a** Lifespan curves of *isp-1(qm150);ctb-1(qm189)* mutant (left) and wild-type animals (middle) grown on control (empty vector, EV) or *klf-1* RNAi plates. Right panel shows lifespan curve of *klf-1(tm1110)* mutant animals. **b** *isp-1(qm150);ctb-1(qm189)* mutants (left) and wild type animals (right) were grown on control (EV) RNAi plates until L4 developmental stage and then transferred to *klf-1* RNAi. **c** Lifespan curve of *isp-1(qm150);ctb-1(qm189)* mutant (left) and wild-type animals (right) grown on *klf-1* RNAi plates until L4 developmental stage and then transferred to control (EV) RNAi. **d** *klf-1* expression level was assessed by qPCR at the L4 larval stage, the first (D1) and the fifth day (D5) of adulthood, in the wild-type and *isp-1(qm150);ctb-1(qm189)* mutants. Data are presented as mean ± SEM. **p < 0.01, ***p < 0.001, one-way ANOVA with Tukey post hoc test. *n* = 5 samples per condition. **e** Fluorescent images of *gfp* expression under *klf-1* promoter in wild type and *isp-1(qm150);ctb-1(qm189)* at the first day of adulthood. Scale bar 100 µm

Mitochondrial dysfunction needs to occur during late *C. elegans* developmental stages to assure the longevity phenotype^11^. Remarkably, *klf-1* knockdown only during adulthood (Fig. 1b) completely suppressed the long-lived phenotype in the *isp-1;ctb-1* mutant, whereas knockdown during developmental stages did not have an effect (Fig. 1c), even when performed over two generation (Supplementary Fig. S1d). Similarly, *klf-1* deficiency during adulthood decreased the longevity induced by the developmental knockdown of different mitochondrial respiratory chain (MRC) subunits (Supplementary Fig. 1e). KLF-1 activity in the early adulthood (first day of adulthood—D1) seems to be crucial for longevity assurance, since the *klf-1* deficiency starting from third or fifth day of adulthood, had much milder effect on the phenotype (Supplementary Fig. 1f). This is further complemented with the observed 2.5-fold increase in the *klf-1* expression in *isp-1;ctb-1* mutant at D1, levels that are reached in WT animals only later in the adulthood (Fig. 1d, e).

### KLF-1 does not act through UPR^mt^ or HIF-1 pathway

*C. elegans klf-1* encodes a protein of the Krüppel-like transcription factor family (KLF) that shares high homology to the Zn-finger domain of other KLF proteins (Supplementary Fig. 2a) and its closest mammalian homologues are KLF2, KLF4 and KLF5. In worms, *klf-1* is expressed in the intestine, hypodermis and a handful of neurons (Supplementary Fig. 2b). Recently, KLF-1 has been implicated in the regulation of the longevity phenotype upon dietary restriction and insulin signalling, together with KLF-3, through its role in the regulation of autophagy^12,13^. However, the exact function of KLF-1 and its downstream targets remains largely unknown.

To understand the role of KLF-1 in mitomutants longevity, we analysed it in the context of the previously reported *isp-1;ctb-1* phenotypes^9^. While KLF-1 depletion did not affect the delayed development and the smaller brood size of the *isp-1;ctb-1*, the lower movement rates (at the fifth day of adulthood—D5) were further decreased (Supplementary Fig. 3a–c). Likewise, *klf-1* knockdown at D5 caused a further decrease in the respiration rate of *isp-1;ctb-1* (Supplementary Fig. 3d). Nevertheless, this decrease is unlikely to contribute to the loss-of-longevity phenotype since a much stronger drop in oxygen consumption after *cco-1* knockdown, a subunit of respiratory complex IV, in the *isp-1;ctb-1* animals further prolongs lifespan (Supplementary Fig. 3e).

To further elucidate the KLF-1 role in longevity assurance of *isp-1;ctb-1* mutants, we analysed pathways previously shown to be important for lifespan extension by mitochondrial dysfunction, like the mitochondrial unfolded protein response (UPR^mt^) and HIF-1 pathway^11,14^. Loss of KLF-1, however, did not show any significant effect on the highly activated UPR^mt^ in *isp-1;ctb-1* animals (Fig. 2a, b). Similarly, our results imply that the HIF-1 pathway is not directly regulated by KLF-1 as we did not detect a change in the level of its *bona fide* targets (*nhr-57* and *egl-9)* in young *isp-1;ctb-1* mutants (Fig. 2c). Remarkably, the HIF-1 pathway seems to be suppressed in *isp-1;ctb-1* mutants at D5 of adulthood, a feature that is lost upon KLF-1 depletion (Fig. 2c). Thus, our findings strongly imply that (i) both the UPR^mt^ and HIF-1 pathways are only indirectly affected by the hormetic response later in life (D5) by the KLF-1 depletion; (ii) although these pathways could still contribute to the observed phenotypes, they are most likely not the main source of lifespan reduction caused by the *klf-1* depletion.

**Fig. 2:**
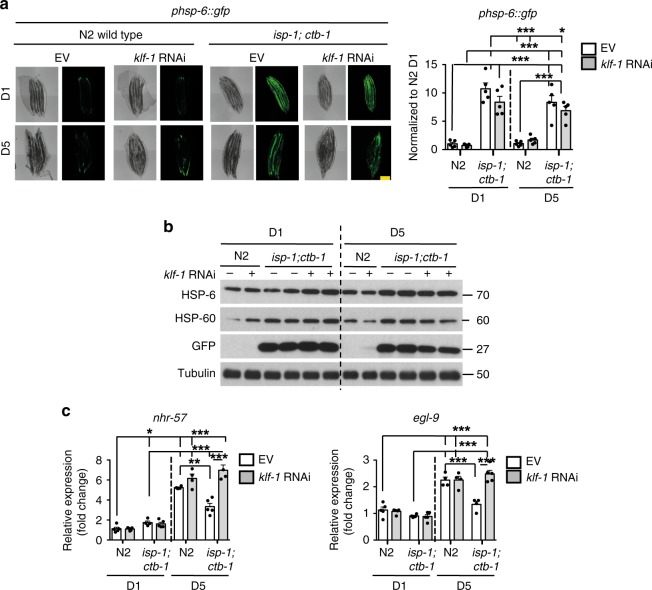
KLF-1 mildly affects the mitochondrial UPR and does not directly affect the HIF-1 pathway. **a** Mitochondrial UPR was assayed by activation of *gfp* expression under the control of *hsp-6* promoter. Confocal images (left) were taken at the first (D1) and the fifth (D5) day of adulthood in wild type and *isp-1(qm150);ctb-1(qm189)* mutant grown on control (EV) or *klf-1* RNAi. Scale bar 100 µm. Quantification is shown on the right. Data are presented as mean ± SEM. *p < 0.05, ***p < 0.001, one-way ANOVA with Tukey post hoc test. *n* = 5 animals per condition. **b** Western blots showing levels of HSP-6, HSP-60 and GFP in proteins isolated from *phsp-6::gfp* transgenic strain, in N2 wild-type and *isp-1(qm150);ctb-1(qm189)* genetic background at D1 and D5 of adulthood. Tubulin was used as a loading control. **c** Targets of the HIF-1 transcription factor, *nhr-57* and *egl-9* were assayed for their mRNA expression on D1 and D5 of adulthood in N2 wild-type and *isp-1(qm150);ctb-1(qm189)* mutant. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, one-way ANOVA with Tukey post hoc test. *n* = 4 independent samples per condition

### KLF-1 is vital for a response to the oxidative stress

Increased longevity in mitochondrial mutants has been correlated to the increased resistance to oxidative stress and ROS-mediated signalling^15,16^. Hence, we investigated the antioxidant capacity of the *isp-1;ctb-1* mutant by exposing them chronically (from L4) to the ROS-producing reagent paraquat. As expected, *isp-1;ctb-1* showed increased resistance to paraquat across all different life-stages (Supplementary Fig. 4a). The increased resistance of older *isp-1;ctb-1* animals (D5) seemed to be dependent on KLF-1. Likewise, *klf-1* expression was specifically upregulated by the high paraquat treatment, and no other exogenous stressors, such as heat shock or osmotic stress (Fig. 3a).

**Fig. 3:**
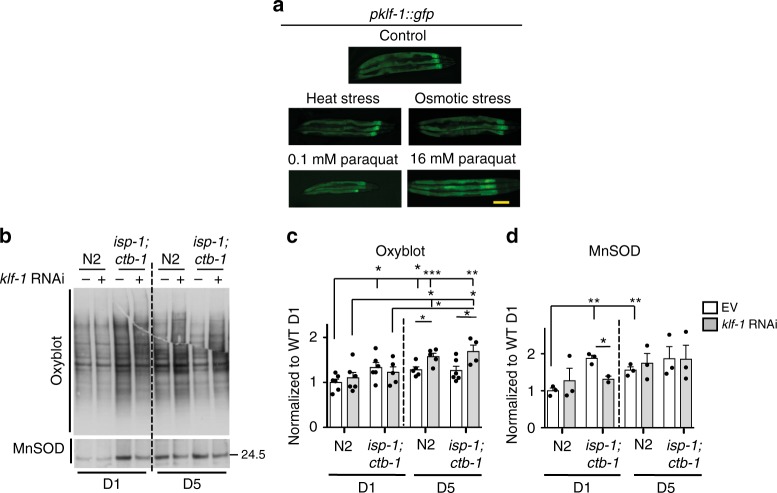
*klf-1* expression increases specifically upon oxidative stress, but not other types of stresses. **a** Fluorescent images of a strain expressing *gfp* under the *klf-1* promoter. Young adults were exposed to osmotic and heat stress or 16 mM paraquat. For 0.1 mM paraquat, animals were treated with the drug during the larval development and imaged at the first day of adulthood. Scale bar 100 µm. **b** Oxyblot was performed on proteins isolated from the first (D1) or the fifth (D5) day old N2 wild-type and *isp-1(qm150);ctb-1(qm189)* animals. The bottom panel shows the same oxyblot membrane probed against SOD-2/MnSOD antibody. **c** Quantification of the oxyblot membranes of D1 and D5 old animals. Data are normalized to N2 D1 levels. Ponceau staining was used as loading control. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.01, one-way ANOVA with Tukey post hoc test. *n* = 5 independent samples per condition. **d** Quantification of SOD-2/MnSOD levels of D1 and D5 old animals. Data are normalized to N2 D1 levels. Ponceau staining was used as loading control. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, one-way ANOVA with Tukey post hoc test. *n* = 3 independent samples per condition

Increased resistance to oxidative stress has been attributed to a mitohormetic response, where early exposure to stress, in this case ROS, elicits cytoprotective mechanisms that render animals more resistant to the same stress factors later in life^17^. If hormetic responses were active in the *isp-1;ctb-1*, one would expect that through adulthood the ROS-induced damage would not rise. Indeed, the amount of carbonylated proteins as a measure of oxidative damage, increased with age in the WT worms, whereas in the *isp-1;ctb-1* they were mainly unchanged (Fig. 3b, c). In some cases, we observed the opposing effect where the oxidative damage in *isp-1;ctb-1* mutants that was high at the D1, would decrease in the later stages (D5), to match the level of young adult WT controls (Fig. 3b). The increase in oxidative stress at the D1 in *isp-1;ctb-1* was accompanied by upregulation of SOD-2/MnSOD, a major mitochondrial antioxidant enzyme that takes care of superoxide (O^2−^) (Fig. 3b, d). Curiously, KLF-1 depletion prevented the early upregulation of SOD-2/MnSOD, at both transcript and protein level, but had no effect on them later in the adulthood (D5), suggesting that *sod-2*, is not directly regulated by KLF-1 (Fig. 3b, d and Supplementary Fig. 4b). Likewise, we show that KLF-1 does not regulate transcription of *sod-1*, a main cytosolic SOD or *sod-3*, a second mitochondrial MnSOD that is controlled by DAF-16 transcription factor and highly induced in *daf-2* long-lived mutants (Supplementary Fig. 4b, c). KLF-1 is also not involved in the transcription regulation of catalases, which are major H_2_O_2_ metabolizing enzymes (Supplementary Fig. 4b). Collectively, these data strongly suggest that *isp-1;ctb-1* mutants activate pathways, other than bona fide antioxidant response, to combat increased oxidative stress imposed by mitochondrial dysfunction. These responses seem to depend on KLF-1 activity that regulates the hormetic response observed in mitochondrial mutants.

### KLF-1 regulates phase I detoxification response genes

To elucidate the cytoprotective machinery, which mediates the hormetic response in the *isp-1;ctb-1* mutant, we compared the transcriptome of the D5 *isp-1;ctb-1* animals with the same animals grown either on *klf-1* RNAi during development (long-lived phenotype) or *klf-1* RNAi during adulthood (suppressed longevity). These findings were then matched to those of WT. In total, we investigated 251 genes, whose expression was altered in *isp-1;ctb-1*, but normalized to WT levels upon *klf-1* knockdown during adulthood (Table 1 and Supplementary Data 1). In agreement with the previous results^15,16^, the list of genes upregulated in the mitochondrial mutant did not show significant enrichment for genes involved in the ROS detoxification or damage repair. Remarkably, we also did not observe changes in genes encoding mitochondrial proteins, including OXPHOS subunits. The DAVID gene enrichment analysis tool was used to evaluate the statistical representation of gene categories as defined by gene ontology^18^. This approach identified “oxidation–reduction” to be the most affected biological process, and “metabolism of xenobiotics by cytochrome P450” and “drug metabolism” to be the two most affected KEGG pathways in *isp-1;ctb-1* mutant upon lifespan-shortening *klf-1* knockdown (Supplementary Tables 1 and 2). Correspondingly, in the mitochondrial mutant there was a significant overrepresentation of genes encoding proteins involved in phase I xenobiotic detoxification, particularly cytochrome P450 oxidases (CYPs) (Fig. 4a). In the *isp-1;ctb-1* mutant, most of the identified *cyps* showed highly increased, KLF-1-dependent expression early in life, which often declined during aging (Fig. 4b). In agreement, promoter analyses of most significantly changed genes, including majority of identified *cyps*, revealed one or more consensus KLF-binding elements (CA/GCCC) within 2000 bp upstream and 100 bp downstream of the transcription start site (Supplementary Data 2).

**Table 1:** Microarray data available on NCBI Gene Expression Omnibus (GEO)

GEO accession number	GSE61771
GSM Acc	Description
GSM1513691 GSM1513692 GSM1513693	D5 *isp-1(qm150);ctb-1(qm189)* grown on control L4440 RNAi and switched to *klf-1* RNAi at L4 stage
GSM1513694 GSM1513695 GSM1513696	D5 *isp-1(qm150);ctb-1(qm189)* grown on *klf-1* RNAi and switched to control L4440 RNAi at L4 stage
GSM1513697 GSM1513698 GSM1513699	D5 *isp-1(qm150);ctb-1(qm189)* grown on control L4440 RNAi
GSM1513700 GSM1513701 GSM1513702	D5 N2 wild type grown on control L4440 RNAi

**Fig. 4:**
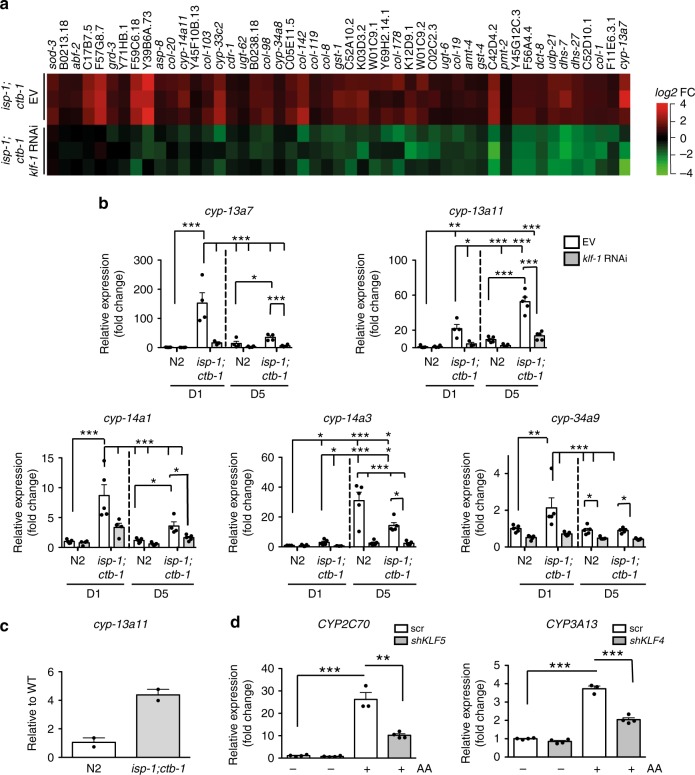
KLF-1 mediates expression of cytochrome P450 oxidases. **a** log2 fold-change in gene expression in *isp-1(qm150);ctb-1(qm189)* mutant animals compared with N2 wild type, grown either on control (EV) or *klf-1* RNAi from L4 larval stage. Microarray analysis was performed at the fifth day of adulthood. **b** The expression of cytochrome P450 oxidases from (**a**) was confirmed by qPCR. *n* = 4 independent samples per condition. Animals were analysed at the first (D1) or the fifth (D5) day of adulthood and grown on control (EV) and *klf-1* RNAi whole life. **c** CHIP-qPCR analysis of WT and *isp-1;ctb-1* for *cyp-13a11* promoter region. *n* = 2 independent replicates. **d** Levels of *Cyp2C70* and *Cyp3A13* were assayed with qPCR in Hepa1-6 cells with or without antimycin A (AA) treatment as indicated. Cells were exposed to either *Klf4*, *Klf5* or control siRNA. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, one-way ANOVA with Tukey post hoc test. *n* = 4 independent samples per condition

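KLF-1 fused to YFP was expressed from the intestinal *vha-6* promoter in WT animals and in *isp-1;ctb-1* mutants, whose mutations lie in 2 subunits of respiratory complex III. Whole animals on day 1 of adulthood gave 3 ChIP libraries per strain, pulled down with GFP-Trap, beads that carry a small antibody fragment against GFP and its variants. Each ChIP library had its own input library, so that 12 libraries were sequenced. Uniquely mapped reads, as the Reporting Summary gives them, were 19.8, 22.6 and 19.5 M for the WT ChIP libraries and 25.5, 27.2 and 23.2 M for the *isp-1;ctb-1* ChIP libraries. The summary prints the 27.2 M under a strain number that belongs to neither strain, and it was taken as *isp-1;ctb-1* replicate 2, the only library otherwise without a depth. The authors aligned the reads with BWA in the QuickNGS pipeline and called peaks with MACS2 2.0.10 for each ChIP library against its own input, without pooling. The deposited lists give the position of each peak, its fold enrichment over input and, for a peak with an assigned gene, a p-value. The fold enrichment is the authors' value and serves here only to rank, filter or describe peaks within a list. The WT lists held 577, 665 and 303 peaks with median lengths of 412, 400 and 495 bp, and the *isp-1;ctb-1* lists held 620, 386 and 565 peaks with median lengths of 317, 372 and 358 bp. Peaks of all libraries that shared at least 1 bp were merged into regions, and a strain was taken to hold a region where at least 2 of its 3 libraries had a peak. Peaks at the threshold that the Reporting Summary states were the main set, and every deposited peak was an alternative fixed before the data were examined. Because few peaks passed that threshold, a choice made after the data were examined was to give the results for every deposited peak first and those at the threshold after them. The sources used here do not say whether the libraries of a strain came from separate cultures, so p-values across libraries measure the spread between these libraries, which may be technical.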

To identify direct transcriptional targets of KLF-1 involved in the regulation of detoxification response, we performed chromatin immunoprecipitation followed by DNA sequencing (ChIP-seq) analyses in WT overexpressing KLF-1-YFP protein or *isp-1;ctb-1* mutants (Supplementary Data 3). 

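Over every deposited peak, WT held 406 regions, *isp-1;ctb-1* mutants held 371 and both strains held 184, of which 86 had a peak in all 6 libraries. With each library left out in turn, these numbers fell as low as 242, 201 and 101. Of the regions in all 6 libraries, the one that ranked best within the lists lay on chromosome III from 1950287 to 1951524 (WBcel235), over *rps-15A*, which encodes a protein of the small ribosomal subunit. Its fold enrichment was 5.19, 2.68 and 2.48 in the WT libraries and 2.57, 1.79 and 3.55 in the *isp-1;ctb-1* libraries. The region over the cytochrome P450 gene *cyp-13A11* ranked second. Of the other 8 among the best 10, 3 lay side by side on chromosome II between 3941871 and 3946545 and 2 on chromosome X, from 1752252 to 1755129 and from 16758428 to 16760098, and none of these 5 had a protein-coding gene within 2000 bp. A pair on chromosome V, from 17117839 to 17118899 and from 17120008 to 17126606, covered repeated *rrn-4* genes for 5S rRNA and *sls-1* genes for the spliced leader RNA, and the last, on chromosome IV from 3206349 to 3209553, lay over the pseudogene *puf-4*.
Regions of 1 strain were found next to other genes. Each *isp-1;ctb-1* ChIP library had more uniquely mapped reads (23.2 to 27.2 M) than any WT ChIP library (19.5 to 22.6 M). Strain and depth therefore cannot be told apart in these regions, and a strain without a called peak may still have signal there. A peak in all 3 *isp-1;ctb-1* libraries and in no WT library was found in 60 regions. The best ranked of these lay over *xbp-1*, a transcription factor of the unfolded protein response of the endoplasmic reticulum (chromosome III from 4193574 to 4194144), over *ztf-22* and Y48C3A.5 (II from 13281474 to 13282409), next to *meic-1* (III from 10633945 to 10634446), next to *rpa-2* (I from 4769209 to 4769861), and between *rpl-18A* and Y17G9B.5, with the cytochrome c gene *cyc-2.1* close by (IV from 4749862 to 4750191). A peak in all 3 WT libraries and in no *isp-1;ctb-1* library was found in 38 regions, and the best ranked 5 lay near Y49F6B.20 (II from 3468345 to 3468841), *mihp-1* (I from 13404825 to 13407441) and Y59H11AM.1 (IV from 8572660 to 8573035), and at 2 places with no protein-coding gene within 2000 bp (X from 7352460 to 7353059 and II from 14327193 to 14327887).
In 1000 random placements of the WT regions within their chromosomes, 4.87 on average and at most 11 met an *isp-1;ctb-1* region, against the 184 observed (one-sided permutation p = 0.001, the smallest these placements can give). Random placement does not allow for DNA that gives a peak without binding, and no ChIP library came from animals without the tag. The overlap alone therefore does not show shared binding of KLF-1. Of the 184, 60 (32.6%) lay within 5% of the fold enrichment of the mitochondrial DNA peak in most of their libraries. Without regions at that fold, 124 were held by both strains. Of the 184, 67 (36.4%) had no protein-coding gene within 2000 bp. A library held 515 ± 189 peaks (SD, n = 3) in WT and 523.7 ± 122 (SD, n = 3) in *isp-1;ctb-1* mutants, which did not differ by a two-sided exact permutation test (p = 1), a test that with 3 libraries against 3 cannot go below 0.1. The stated threshold was applied to the deposited p-value, which is blank for 1464 of the 3116 peaks (47%), so that these could not pass. Whether the paper's threshold refers to this p-value is not known here. At the stated threshold the means were 74 ± 17.3 in WT and 43.3 ± 31.5 in *isp-1;ctb-1* mutants (SD, n = 3 each, exact permutation p = 0.3), and WT held 72 regions, *isp-1;ctb-1* mutants 14 and both strains 2. These 2 lay on chromosome II from 12843762 to 12846149, next to *pes-10*, and on chromosome X from 1752252, and neither was found without *isp-1;ctb-1* replicate 2 or without *isp-1;ctb-1* replicate 3. The Jaccard index of peak bases, the shared part of all bases under peaks, averaged 0.516 over pairs of libraries of 1 strain and 0.39 over pairs of different strains, the largest gap among the 10 ways to split 6 libraries into 3 and 3 (exact permutation p = 0.1, the smallest possible). The index of *isp-1;ctb-1* replicate 1 was the lowest, at 0.369 on average with its own strain. That of *isp-1;ctb-1* replicate 3 was higher with the WT libraries, at 0.512, than with its own strain, at 0.471, and at the stated threshold the pairs of *isp-1;ctb-1* libraries averaged 0.0768, below the 0.187 of pairs of different strains.

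**Figure D1:**
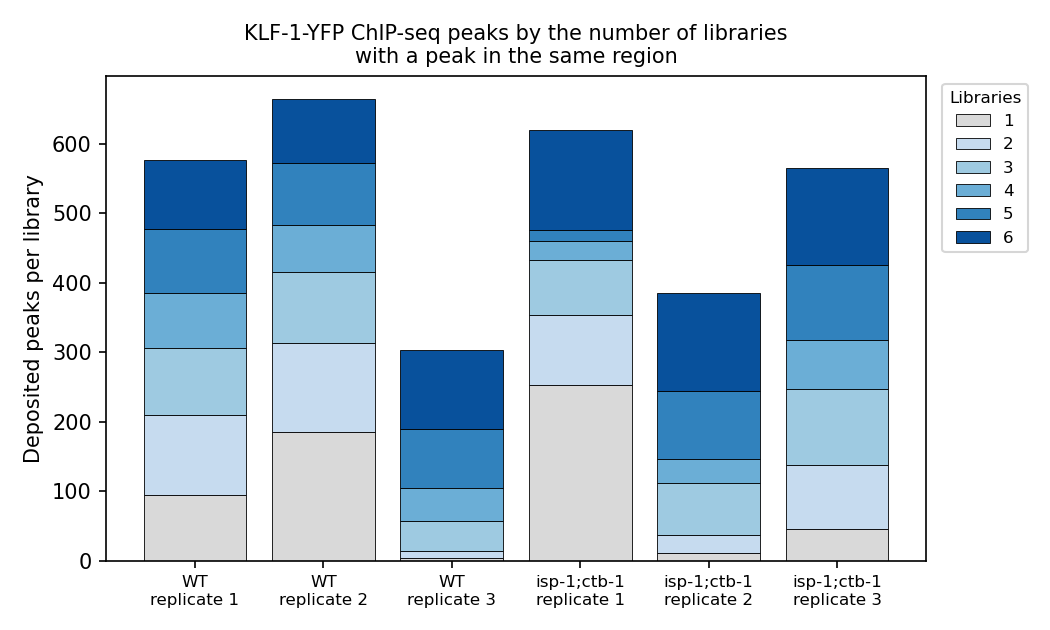
Deposited peaks per ChIP library (vertical axis, number of peaks), with the bar of each library divided by the number of libraries, from 1 to 6, that had a peak in the same merged region. Of the 620 peaks of *isp-1;ctb-1* replicate 1, 253 lay in regions of that library alone, against 3 of the 303 peaks of WT replicate 3.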

The analysis identified a number of genomic regions (on average 430 and 550, respectively), out of which 149 were found in both data sets (Supplementary Data 3). 

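All 6 libraries had a peak over *cyp-13A11* (F14F7.2), which encodes a cytochrome P450, an enzyme family of the first phase of detoxification. The merged region spanned chromosome III from 13022586 to 13023865 (WBcel235, 1280 bp). Its fold enrichment was 3.65, 2.82 and 2.01 in the WT libraries and 2.43, 1.83 and 2.89 in the *isp-1;ctb-1* libraries, where the peak ranked 2, 1 and 13 among the WT lists and 53, 100 and 7 among the *isp-1;ctb-1* lists. In the RefSeq annotation the region lay inside the span of the gene, from 13021006 to 13024045, 180 bp from its end at the higher coordinate, and 682 bp from *cyp-13A12* (F14F7.3), the only other *cyp* gene within 2000 bp of a region in both strains. The gene table used here gives no strand.
Supplementary Data 3 lists 3 more *cyp* genes. At its region for *cyp-37A1* (F01D5.9, chromosome II from 14019651 to 14019938, 2686 bp from the gene), peaks were found in all 3 *isp-1;ctb-1* libraries, with fold enrichments of 2.33, 2.09 and 2.64, and in 1 WT library, with 2.04. At its regions for *cyp-13A8* (T10B9.4, II from 9811885 to 9812121, 4316 bp away) and *cyp-33C9* (C50H11.15, V from 3099104 to 3099356, 4543 bp away), 1 WT library and no *isp-1;ctb-1* library had a peak. Other peaks assigned to *cyp-13A8* in the deposited lists lay closer to the gene, at 600 and 1957 bp in WT replicate 2 and at 3210 bp in WT replicate 1.
Of the 80 annotated *cyp* genes, 2 therefore lay within 2000 bp of a region held by both strains, against a mean of 1.1 in 1000 random placements of these regions (one-sided permutation p = 0.274). At the stated threshold there was no such gene, because the peaks over *cyp-13A11* carry no assigned gene and so no p-value in the deposited lists. The peaks at *cyp-37A1* had p-values of 0.00956, 0.0444 and 0.00389 in the *isp-1;ctb-1* lists and 0.159 in the WT list, with no test named for them in the sources used here.

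**Figure D2:**
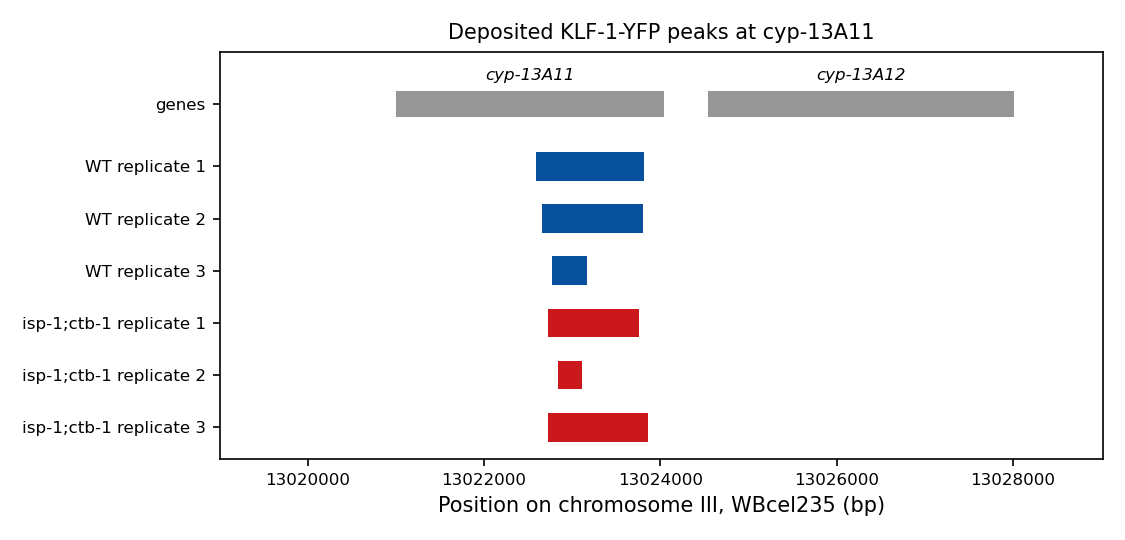
Map of *cyp-13A11* and *cyp-13A12* on chromosome III (horizontal axis, position in bp). Grey bars are the annotated spans of the genes, blue bars the peaks of the 3 WT libraries and red bars those of the 3 *isp-1;ctb-1* libraries, all between 13022586 and 13023865 and inside the span of *cyp-13A11*.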

We identified a KLF-1-binding region immediately upstream of the four *cyp* genes, including *cyp-13A11*, one of the most upregulated genes in our microarray data set (Supplementary Data 3). Further qPCR analysis on ChIP samples demonstrated that, indeed KLF-1 is present on *cyp-13A11* promotor region in WT, but it binds the same region in *isp-1;ctb-1* mutants more efficiently (Fig. 4c). 

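Genes of the microarray list were compared with the regions held by both strains. The microarray used animals at a later day of adulthood than the ChIP-seq, in which KLF-1-YFP was expressed from an intestinal promoter. Supplementary Data 1 names 271 distinct genes, of which 268 were found in the gene table. Over every deposited peak, 1 of them, *cyp-13A11*, lay within 2000 bp of a region in both strains, where 1.94 would be met by chance among all annotated genes (one-sided Fisher's exact p = 0.858). With a peak in at least 1 library of both strains there were 3, *cyp-13A11*, Y20F4.4 and Y8A9A.2, against 3.44 by chance (Fisher's exact p = 0.671). At the stated threshold there was none, and over any deposited peak of any library there were 8. Between the gene symbols of Supplementary Data 1 and those of Supplementary Data 3, *cyp-13A11* was the gene in common.
The marks of Supplementary Data 3 were counted over its 149 distinct genes. At least 1 treatment was marked for 118 genes (79.2%, 95% Wilson interval 72 to 84.9), and none for 31. NRTIs, which block mtDNA synthesis, were marked for 62 genes, EtBr for 51, rotenone, an inhibitor of complex I, for 50 and paraquat, which produces superoxide, for 50. Of the 52 genes whose listed region was held by both strains over every deposited peak, 35 had a mark (67.3%, interval 53.8 to 78.5). With a peak in at least 1 library of both strains, 59 of 78 genes had one (75.6%, interval 65.1 to 83.8), and of the genes whose listed region overlapped peaks of 1 strain only, 83.1% did (interval 72.7 to 90.1).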

Remarkably, the ChIP-Seq data not only strongly overlapped with our microarray results (Supplementary Tables 1 and 2 and Supplementary Data 3), but more than 80% of detected KLF-1 targets were in genes previously shown to be responsive to either, treatment with oxidative stress-producing agents (paraquat or rotenone)^19^, or agents that block mtDNA synthesis and therefore lead to strong mitochondrial OXPHOS dysfunction (EtBr or nucleoside reverse transcriptase inhibitors—NRTIs)^20,21^. In most cases KLF-1 target genes were found in more than one data set (Supplementary Data 3). Therefore, together with previous microarray and promoter analysis, ChIP-Seq data strongly support our hypothesis that KLF-1 directly regulates at least some of the *cyps*.

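Of the 149 genes of Supplementary Data 3, 73 (49%) were marked for more than 1 treatment, which is 61.9% of the genes with any mark. Marks for 3 treatments were given to 16 genes and marks for all 4 to 3 genes. Among the 52 genes with a region held by both strains over every deposited peak, 20 (38.5%) were marked for more than 1 treatment. Among the 71 genes whose listed region overlapped peaks of 1 strain only, 38 (53.5%) were. These shares were not tested against each other, and the marks are the paper's own.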

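Of the 80 *cyp* genes, 2 lay within 2000 bp of a region held by both strains over every deposited peak, *cyp-13A11* and *cyp-13A12*, both near the same region. The random placements drawn for the gene lists often reached this number (one-sided permutation p = 0.309, adjusted p = 0.89). None of the 67 *ugt* genes (UDP-glucuronosyltransferases, mean of random placements 1) and none of the 47 *gst* genes (glutathione S-transferases, mean 0.54), enzymes of the second phase, lay near such a region, and the families were not tested against each other. The gene *ugt-58* lay near a region that *isp-1;ctb-1* mutants held. WT also had a peak there, but in fewer than 2 libraries, so that WT did not hold it. Of the 9 *cyp* genes that the paper tested, *cyp-13A11* lay near a region held by both strains (mean of random placements 0.15, permutation p = 0.125, adjusted p = 0.89). Among the 20 gene lists fixed before the data were examined, 1 was met more often than in random placements by the regions of both strains, the genes whose DNA was in injected plasmids. All 4 of them, *klf-1*, *vha-6*, *rab-3* and *rol-6*, had a region (mean of placements 0.069, permutation p = 0.001, adjusted p = 0.02). Of 264 C-type lectin genes, 5 did, *clec-80*, *clec-222* and *clec-223* near the same region, *clec-175* and *clec-9* (mean 3.5, permutation p = 0.311, adjusted p = 0.89). Of 78 genes of cytosolic ribosomal proteins, *rps-15A* and *rpl-27* did (mean 1, permutation p = 0.261, adjusted p = 0.89). Of the marker genes of other tissues, *unc-54* of body wall muscle had a region, and *vha-6*, *rab-3* and *rol-6* also stood on the intestine, neuron and hypodermis lists. The 3' end of *unc-54* is common in worm plasmids, so that its region need not come from the chromosomal gene. In each library the fold enrichment at *unc-54* lay within 0.5% of that of the mtDNA peak. No member of the lists of the respiratory chain (its subunits encoded in the nucleus), antioxidant enzymes, the mitochondrial unfolded protein response, the HIF-1 pathway, autophagy, core histones, collagens, nuclear hormone receptors or germline markers lay near a region held by both strains. The subunits encoded in the mtDNA, among them ND1, COX1, CYTB and ATP6, were not on that list, and a peak covered them in all 6 libraries. The merged region ran from 34 to 13248, over most of the mtDNA, so that it does not single out these genes. In each library its fold enrichment lay within 0.65% of that of the rRNA gene cluster on chromosome I. At the stated threshold no member of any list lay near a region held by both strains. The paper takes its ChIP-seq data, together with its earlier microarray and its analysis of promoters, as strong support for the hypothesis that KLF-1 directly regulates at least some of the *cyp* genes.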

Two classes of CYPs whose expression was most highly upregulated in the *isp-1;ctb-1* in a KLF-1-dependent manner are homologues of murine CYP2C70 and CYP3A13. To test whether the induction of *cyp* expression upon mitochondrial dysfunction is conserved, we treated Hepa1-6 cells with low level of antimycin A (a complex III inhibitor and a potent ROS inducer) and detected high increase in *Cyp2C70* and *Cyp3A13*, supporting the notion that the response to mitochondrial dysfunction is similar in *C. elegans* and mammals (Fig. 4d). The upregulation of these genes was dependent on the closest mammalian homologues of KLF-1, namely KLF4 and KLF5, providing further evidence for the high conservation of this stress response (Fig. 4d).

The activation of *cyp* genes was exclusively driven by KLF-1 and not the other two *C. elegans* KLF homologues, KLF-2 and KLF-3 (Supplementary Fig. 5a). As it was recently reported that KLF-3, together with KLF-1, plays an important role in the regulation of autophagy genes necessary for caloric restriction and insulin signalling mediated longevity^13^, we further evaluated possible role of KLF-3 in regulating *cyp* genes. However, our results argue against the role of KLF-3 in this process, as its depletion did not affect the expression of *cyp-25a2*, while the combined *klf-1* and *klf-3* knockdown produced intermittent effect, possibly due to dilution of individual RNAi (Supplementary Fig. 5b). We also show that in contrast to *klf-1*, the *klf-*2 and *klf-3* expression was not affected in the *isp-1;ctb-1* (Supplementary Fig. 5c). However, the loss of KLF-3 strongly suppressed the *isp-1; ctb-1* lifespan suggesting an important role for this transcription factor in the context of mitochondrial dysfunction, outside of regulation of phase I detoxification (Supplementary Fig. 5d). Remarkably, combined depletion of *klf-1* and *klf-3* led to a mild suppression of longevity in *isp-1;ctb-1* mutants, again, likely due to dilution of both RNAi (Supplementary Fig. 5d).

To address a potential role of KLF-1 in the regulation of autophagy we analysed at the expression of genes encoding proteins involved in the autophagosome formation and did not observe any differences due to mitochondrial dysfunction or depletion of KLF-1 (Supplementary Fig. 5e). Furthermore, the number of GFP-positive puncta in the hypodermal seam cells, commonly used as a marker for autophagosomes, did not change in the absence of *klf-1, klf-3* or both factors in the same time (Supplementary Fig. 5f). Remarkably, we detected higher autophagy flux (cleavage of GFP::LGG-1 inside autophagosome) in *isp-1;ctb-1* mutants only in conditions where KLF-1 was depleted (Supplementary Fig. 5g). The effect was further exaggerated by addition of vitamin C (Supplementary Fig. 5g), suggesting that KLF-1 and its activation by mitochondrial ROS might play a role in suppression and not activation of autophagy^13^. Taken together, these results argue against a major role for the autophagy in *isp-1;ctb-1* mutants and question proposed role for the KLF-1 in this process.

### Cytochrome P450 oxidases are longevity assurance proteins

The upregulation of CYPs should give advantage to animals upon contact with xenobiotics. To test this, we exposed animals to the known CYP-target vinblastine, a drug that binds tubulin and thus prevents cell proliferation, and assessed the drug-induced developmental delay (Fig. 5a). Remarkably, *isp-1;ctb-1* mutants that normally develop slower than WT animals, upon vinblastine treatment reached further stages in development than controls, an effect fully dependent on KLF-1 (Fig. 5a). Moreover, *isp-1;ctb-1* showed KLF-1-dependent, increased resistance to levamisole-induced paralysis (Fig. 5b). These data suggest that the high expression of *cyps* driven by KLF-1 provides higher resistance to xenobiotics in the *isp-1;ctb-1* that might be essential for longevity. Furthermore, *isp-1;ctb-1* animals showed high resistance to acute, high-dose H_2_O_2_ treatment that was fully dependent on KLF-1 and CYPs presence (Fig. 5c).

**Fig. 5:**
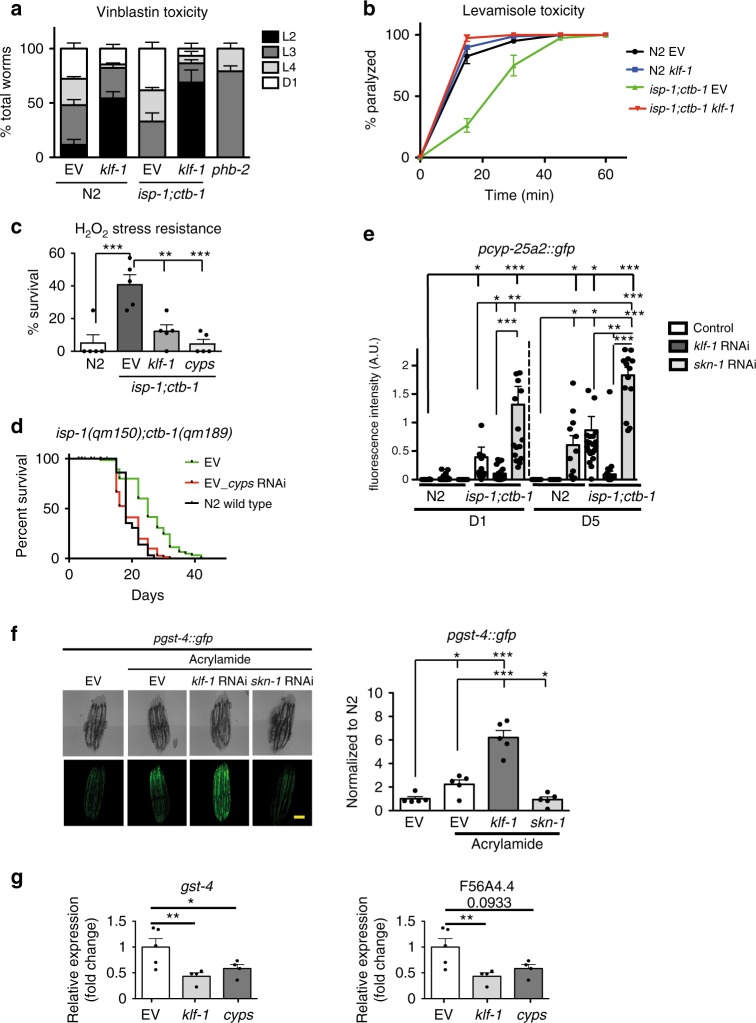
KLF-1 regulates phase I, but not phase II detoxification pathway. **a** L1 larvae of N2 wild type, *klf-1(tm1110)*, *isp-1(qm150);ctb-1(qm189)*, *isp-1(qm150);ctb-1(qm189)*;*klf-1(tm1110)* and *phb-2(ad2154)* were grown in liquid with and without 100 µM vinblastin. When all animals without treatment reached adulthood, the animals in the wells containing vinblastin were assayed for developmental stages. *n* = 5 wells per condition per experiment. Data presented are average of three separate experiments. **b** N2 wild-type and *isp-1(qm150);ctb-1(qm189)* animals were transferred at the fourth day of adulthood on plates containing 1 mM levamisole and assayed every 15 min for movement. Worms that failed to move upon gentle touch with silver wire were considered paralysed. *n* = 4 plates with 25 worms for each condition. **c** N2 wild type and *isp-1(qm150);ctb-1(qm189)* animals on control (EV), *klf-1* and combined *cyp-25a1* and *cyp-13a11* RNAi (*cyps*) animals were treated with 20 mM H_2_O_2_ at the first (D1) day of adulthood and assayed for survival 4 h later. **p < 0.01, ***p < 0.001, one-way ANOVA with Tukey post hoc test. *n* = 100 animals per condition. **d** Survival curve of N2 wild type and *isp-1(qm150);ctb-1(qm189)* animals on control (EV) plates and combined *cyp-25a1* and *cyp-13a11* RNAi (*cyps*). Animals were exposed to RNAi from L4 larval stage. **e** Quantification of *gfp* expression under *cyp-25a2* promoter in N2 wild type and *isp-1(qm150);ctb-1(qm189)* mutant background upon *klf-1* and *skn-1* RNAi at D1 and the fifth (D5) day of adulthood. Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, one-way ANOVA with Tukey post hoc test. *n* = 10 animals per condition. **f** Left panel shows representative confocal images of *gfp* expressed under *gst-4* promoter in wild type animals. Animals were treated with acrylamide upon *klf-1* and *skn-1* RNAi at D1. Scale bar 100 µm. Right panel is the quantification of *n* = 5 animals per condition. Data are presented as mean ± SEM. *p < 0.05, ***p < 0.001, one-way ANOVA with Tukey post hoc test. **g** SKN-1 transcriptional targets *gst-4* (left) and F56A4.4 (right) expression levels were quantified by qPCR in *isp-1(qm150);ctb-1(qm189)* animals upon *klf-1* RNAi or combined *cyp-25a1* and *cyp-13a11* RNAi (*cyps*). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01, Student’s T-test. *n* = 4 independent samples per condition

The knockdown of two highly upregulated *cyps* (*cyp-13a11* and *cyp-25a1*) strongly suppressed the *isp-1;ctb-1* longevity, indicating an important longevity assurance function of these proteins (Supplementary Fig. 6a). Remarkably, the same effect was observed when *cyps* are depleted only during adulthood, mirroring the results obtained for KLF-1 and further strengthening their interdependence in the longevity pathway mediated by mitochondrial dysfunction (Fig. 5d).

To further evaluate transcriptional control of the xenobiotic response in mitomutants, we used reporter strains in which the *gfp* expression was driven either by *cyp-25a2* or *cyp-34a8* promoter (Fig. 5e and Supplementary Fig. 6b). Predictably, the *gfp* levels progressively increased in the *isp-1;ctb-1* through adulthood in a KLF-1-dependent manner. In contrast, a *skn-1* knockdown, a homologue of mammalian NRF2 (Nuclear factor (erythroid-derived 2)-like 2), a transcription regulator of phase II detoxification response^22,23^, further increased the expression of both reporters (Fig. 5e and Supplementary Fig. 6b). This supports the idea that in the absence of SKN-1, which regulates phase II and the overlapping antioxidant response, endogenous toxic compounds that are produced and not excreted, would further exaggerate phase I response.

Inversely, KLF-1 exclusively regulates a phase I, and not phase II response as shown by the analysis of the phase II/antioxidant gene *gst-4* expression upon treatment with acrylamide, a compound that notoriously activates a phase II xenobiotic response^24^. We show that the acrylamide treatment of WT worms strongly activates *gst-4* expression independently of KLF-1, and this upregulation is fully suppressed by SKN-1 depletion (Fig. 5f and Supplementary Fig 6c, d). The *gst-4* expression was not upregulated in *isp-1;ctb-1* (Fig. 5f and Supplementary Fig 6c, d) and SKN-1 depletion had only a mild effect on *isp-1;ctb-1* longevity (Supplementary Fig. 6e). Nevertheless, the expression of phase II genes (*gst-4* and F56A4.4, a *gst-10* homologue) in *isp-1;ctb-1* was strongly dependent on both KLF-1 and CYPs presence (Fig. 5g and Supplementary Fig. 6f). This is in agreement with previous results showing that phase I detoxification reactions, catalysed by CYPs, result in the addition of a reactive group onto the toxic compound that is required for the stimulation of phase II metabolism^3^.

Together our data support the view that KLF-1 directly regulates phase I and not phase II response genes, which instead depend on SKN-1. However, they also signify the necessity of phase I enzymes for the phase II activation and provide an explanation of how KLF-1 mediated activation of *cyps* regulates the level of oxidative damage and antioxidant response.

### ROS pulse in development is essential for KLF-1 activation

To further understand the involvement of KLF-1 in the mitohormetic response and its specific activation, we treated animals with a low amount of paraquat that has been shown to induce longevity in WT animals through the same mechanisms described for mitomutants^15,25^. The observed longevity phenotype was fully suppressed in a *klf-1(tm1110)* deletion mutant (Fig. 6a). Remarkably, we show that paraquat treatment administered exclusively during development is also able to induce longevity that is suppressed by KLF-1 depletion during adulthood, but not during development (Fig. 6b–d), thus mirroring the results obtained from the *isp-1;ctb-1* mutants (Fig. 1b, c).

**Fig. 6:**
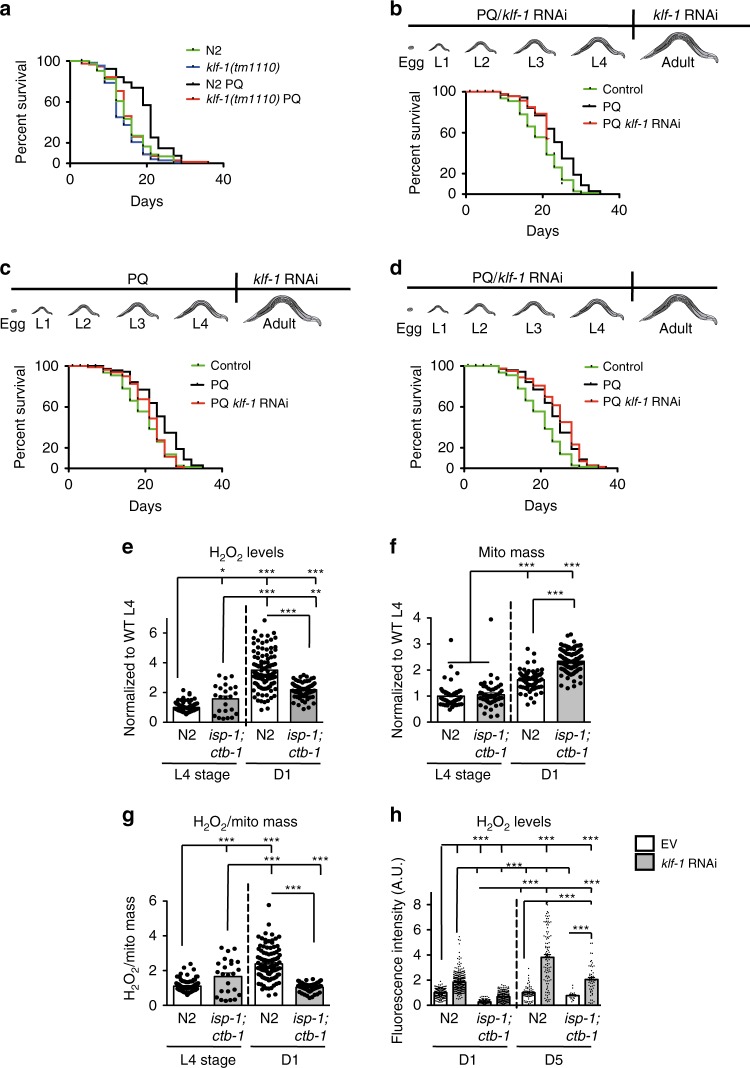
KLF-1 mediates a mitohormetic response in *isp-1(qm150);ctb-1(qm189)* mutants. **a** Lifespan curves of N2 wild-type and *klf-1(tm1110)* animals grown on 0.1 mM paraquat (PQ) their whole life. **b**–**d** Worms were grown on 0.1 mM paraquat (PQ) until L4 larval stage and then transferred to paraquat-free plates. Worms were exposed to *klf-1* RNAi either whole life (**b**), in adulthood (**c**) or during development (**d**). **e**–**g** N2 wild-type and *isp-1(qm150);ctb-1(qm189)* animals were stained with Mitotracker Red CM-H_2_XRos (**e**) or Deep Red (**f**) to assay mitochondrial ROS levels and mitochondrial (mito) mass, respectively. Animals were assayed at larval L4 stage or D1 and the fluorescence was measured via Biosorter. A ratio between Mitotracker Red CM-H_2_XRos and Deep Red fluorescence measurements is shown in (**g**). **h** Mitotracker Red CM-H_2_XRos staining of N2 wild type and *isp-1(qm150);ctb-1(qm189)* animals grown on control (EV) or *klf-1* RNAi plates and assayed at the D1 or D5 of adulthood. Data are presented as mean ± SEM. ***p < 0.001, one-way ANOVA with Tukey post hoc test. *n* = 60 animals per condition

We next measured mitochondrial ROS production at different time points and detected higher levels of H_2_O_2_ production in *isp-1;ctb-1* at the fourth larval stage (L4), comparing with WT (Fig. 6e). Interestingly, while the mitochondrial ROS production in WT worms more than trippled on the D1, we observed only a mild increase in *isp-1;ctb-1* mutants, in agreement with the mitohormetic theory (Fig. 6e).

We have previously shown that mitochondrial biogenesis for all somatic tissues occurs predominantly between late L3 and late L4 stage and finishes around the time of transitioning into adulthood^26^. Consistently, increased mitochondrial mass was observed on the D1 in both WT and mutant worms, with higher upregulation in the *isp-1;ctb-1* that was not dependent on KLF-1 (Fig. 6f and Supplementary Fig. 7a). Therefore, despite mitochondrial dysfunction and higher ROS levels during larval development, *isp-1;ctb-1* mutants generated less ROS per mitochondria once they reached adulthood (Fig. 6g). This was maintained also later in adulthood and was clearly KLF-1 dependent (Fig. 6h). Remarkably, KLF-1 depletion at D5 caused much higher ROS burst in WT animals than in *isp-1;ctb-1*, again supporting the mitohormetic theory (Fig. 6h).

We next show that the majority of the KLF-1, under normal conditions, is located in the cytoplasm, with nuclear localization observed only in some intestinal cells (Fig. 7a, b). In the *isp-1;ctb-1* mutant, or upon mild oxidative stress induced by treatment with either paraquat or antimycin A, KLF-1 translocates to the nucleus (Fig. 7a, b). As we observed a significant increase in ROS production in the *isp-1;ctb-1* late developmental stages (L4), we questioned whether redox signalling might be involved in the activation of KLF-1. Indeed, treatment with antioxidants, e.g. N-acetyl cysteine (NAC) and vitamin C, completely abolished KLF-1 translocation to the nucleus induced by antimycin A treatment or *isp-1;ctb-1* mutations, suggesting that KLF-1 activation is indeed regulated by redox signalling (Fig. 7c). Remarkably, in WT animals KLF-1 is predominantly present in the nucleus at L4 stage, to be quickly excluded upon transition to early adulthood (Fig. 7d). In the *isp-1;ctb-1* animals we observed persistent KLF-1 localization at D1 that is largely reduced by the treatment with vitamin C, providing further evidence that oxidative stress signalling plays important role in this process (Fig. 7d). A depletion of SKN-1 also induced KLF-1 translocation to the nucleus in control animals, but not in *isp-1;ctb-1* mutants (Supplementary Fig. 7b). As SKN-1 is a major regulator of antioxidant-enzymes^22^, this effect in WT is likely a consequence of higher ROS levels, while this response is epistatic in *isp-1;ctb-1* mutants.

**Fig. 7:**
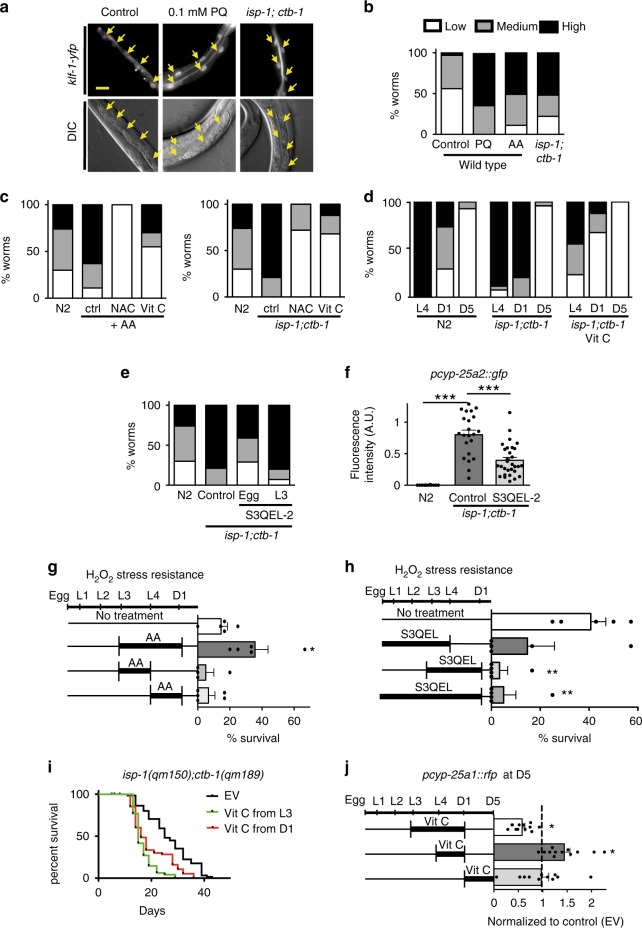
KLF-1 activation is mediated by redox signalling. **a** Representative images of KLF-1-YFP, expressed under gut specific *vha-6* promoter. Arrows indicate gut nuclei. Scale bar is 200 µm. **b**–**e** Animals were assayed based on KLF-1 nuclear localization as follows: “low” as less than 2 nuclei, “medium” 3–10 nuclei, and “high” where all nuclei were stained. Animals were imaged at D1, unless otherwise stated. *n* = 20 animals per condition. **b** WT animals were grown on control or plates containing 0.1 mM paraquat (PQ), or 1 µM Antimycin A (AA). **c** N2 animals were grown on control or plates containing 1 µM antymicin A or antimycin A in combination with 10 mM NAC or 10 mM vitamin C (left). Right, *isp-1(qm150);ctb-1(qm189)* were grown on 10 mM NAC or 10 mM vitamin C. As control, KLF-1-YFP nuclear localization in WT was used. **d** KLF-1-YFP expressing animals in N2 or *isp-1(qm150);ctb-1(qm189)* were assayed at L4 stage, D1 or D5, with or without vitamin C treatment. **e** *isp-1(qm150);ctb-1(qm189)* were grown on 100 µM S3QEL-2 either from egg stage or L3 stage and assayed for KLF-1 nuclear localization at D1. **f** Quantification of *rfp* expression under the *cyp-25a2* promoter in N2 and *isp-1(qm150);ctb-1(qm189)* upon treatment with 100 µM S3QEL-2 during whole development at the second day of adulthood. Data are presented as mean ± SEM. ***p < 0.001, one-way ANOVA with Tukey post hoc test. *n* = 10 animals per condition. **g** N2 animals were treated with 20 mM H_2_O_2_ at D1 and survival was assayed 4 h later. Animals were treated with 2 µM antimycin at designated developmental stages. Data are presented as mean ± SEM. *p < 0.05, Student’s T-test. *n* = 100 animals per condition. **h** *isp-1(qm150);ctb-1(qm189)* were treated with S3QEL-2 at designated developmental stages and the animals were assayed for H_2_O_2_ resistance at D1. Data are presented as mean ± SEM. **p < 0.01, Student’s T-test. *n* = 100 animals per condition. **i** Lifespan curve of *isp-1(qm150);ctb-1(qm189)* grown on control (EV) or treated with 10 mM vitamin C from either L3 stage or D1. **j** Fluorescence quantification from *pcyp-25a2::rfp* reporter strain. *isp-1(qm150);ctb-1(qm189)* were assayed at D5, upon the designated treatments with 10 mM vitamin C. Data are normalized to control animals (presented as dashed line). *p < 0.05, Student’s T-test. *n* = 10 animals per condition

Mutations in *isp-1* and *ctb-1* lead to decreased electron flow through respiratory complex III and increased ROS production^15^. To show that the initial redox signal needed for KLF-1 activation originates from mitochondrial ROS, we treated the *isp-1;ctb-1* animals with S3QEL-2, a compound that specifically blocks ROS production from complex III, although not complex I^27^. Indeed, this treatment largely prevented the KLF-1 translocation to the nucleus and therefore the CYPs activation (Fig. 7e, f).

Remarkably, we could map the initial ROS signal needed for the translocation/activation of KLF-1 to the L3–D1 transition, which directly coincides with the peak in somatic mitochondrial biogenesis, as we previously described^26^. Hence, the KLF-1 translocation could be prevented by the administration of S3QEL-2 from the egg, but not if the treatment started at late L3 stage (Fig. 7e). The essential role of the L3 to young adulthood period for the activation of protective stress responses in *isp-1;ctb-1* mutant is further supported by our finding that treatment with antimycin A, a potent inducer of ROS production at complex III, during this specific period, paradoxically, provides strong resistance to oxidative stress (Fig. 7g). Conversely, treatment with S3QEL-2 during the same period largely decreased H_2_O_2_ resistance in *isp-1;ctb-1* mutants (Fig. 7h). Consistently, block of ROS production from L3 fully suppresses the longevity in *isp-1;ctb-1*, unlike suppression from D1 that had only a partial effect (Fig. 7i). This is further in agreement with finding that vitamin C treatment also decreases expression of *cyp-25a2* reporter when administered during the L3–D1 period (Fig. 7j).

Therefore, our data strongly imply that ROS directly or indirectly modifies KLF-1 resulting in a subsequent nuclear translocation and activation of target genes. In line with this, we show that KLF-1 overexpression leads to only a moderate increase in lifespan, with little effect on analysed target genes (Supplementary Fig 7c, d). However, the increase was fully dependent on the *cyps* expression (Supplementary Fig. 7e). We could further show that the *klf-1* overexpressors are more resistant to treatment with high H_2_O_2_ levels (Supplementary Fig. 7f).

Collectively, these results suggest that longevity assurance adaptations that are regulated by KLF-1, although initiated by ROS, activate more elaborate stress responses rather than directly combating oxidative stress. This complex adaptation then contributes to mitohormesis that renders animals more resistant to toxic endogenous and xenobiotic compounds leading to an increased longevity.

## Discussion

The upregulation of genes involved in xenobiotic detoxification has been increasingly recognized as a transcriptional signature of many long-lived mutants of different species^1,7,28,29^. Mice harbouring various life-promoting mutations in growth hormone pathway, including Ames dwarf mice, Snell dwarf mice, GHRKO mice and Little mice, all show a transcriptomic signature of elevated xenobiotic detoxification genes^5,30^. Different pharmacological and dietary interventions that promote longevity in mice also increase expression of DME encoding genes, including mice subjected to dietary restriction, reduced access to the mother during the breastfeeding period (‘crowded litter’), or treated with rapamycin^5,31^. In agreement, many of them also showed increased resistance to different xenobiotics, including hepatotoxins^32–34^. These findings suggest that increased metabolism of endo- and xenobiotics might be a downstream mechanism mediating the effects of multiple life-prolonging interventions. Here, we identify KLF-1 as the first transcription factor regulating this response that is essential for a longevity mediated by reduced mitochondrial function. The longevity inducing signal, arising from mitochondrial dysfunction, coincides with a time when majority of somatic mitochondrial biogenesis occurs, between the L3 and D1 stages in worms^26,35^. We show that the abrupt increase in the number of dysfunctional mitochondria in mutant worms produces a signalling pulse of mtROS, which facilitates nuclear translocation, and therefore, activation of the KLF-1-mediated response. Remarkably, this is also the time when the aerobic respiration peaks^36^ and it was previously reported that downregulation of mitochondrial function only during this period is sufficient to prolong the lifespan^37^. Therefore, we propose that this specific period has been set as an important checkpoint for mitochondrial function that is carefully monitored as vital for the adult worm. A safety mechanism in the form of ROS-regulated stress response mediated by KLF-1 was also put in place to ensure a damage control, upregulation of detoxification response to safeguard proper functioning during the adulthood. We further show that the KLF-1 activation has to be timed to D1, in order to support reproduction and provoke the life-extending mitohormetic response observed in mitomutants.

KLFs moderate many different fundamental processes in the cell^38^. Intriguingly, many of the mammalian 17 KLF homologues are involved in different kind of stress responses or are essential for switching developmental to adult gene programmes, as in the case of beta-globin genes^38^. Our results argue that both of these functions are preserved in KLF-1. The closest homologues (KLF2, KLF4 and KLF5) of nematode KLF-1 are also highly responsive to oxidative stress and seem to have complementary, very precisely timed functions in mammalian cardiomyocytes and vascular endothelium^13,39^. The dynamic regulation of expression of multiple KLF family members suggests that they are actively involved in regulating phenotypic responses to extracellular stimuli^39^. Furthermore, some members of mammalian KLF family are shown to be important for mitochondrial function in different tissues, including KLF6, that is essential for mitochondrial gene expression and morphology in kidney or KLF4 and KLF15 that seem to regulate mitochondrial biogenesis and function in heart^40–42^.

Our study also identified CYPs as direct effectors of the KLF-1 mediated response that promotes longevity. In mammals, the majority of *cyp* expression is governed by a very complex regulation process that includes four nuclear transcription factors, two different cofactors, and an elaborate signalling cascade^43^. Intriguingly, some of mammalian KLFs were also shown to bind the basic transcription element (BTE) in different *cyp* promoters, and therefore, potentially regulate their expression^44,45^. In fact, some KLFs were initially identified as BTEB (BTE-binding) proteins and only later renamed (BTEB/KLF9, BTEB2/KLF5, BTEB3/KLF13, BTEB4/KLF16)^46–48^. Recently, mammalian KLF6 was identified as a novel DNA binding partner of the aryl hydrocarbon receptor (AhR), a bona fide transcription factor that activates expression of many *cyps* and *ugts* through binding to xenobiotic response elements (XRE)^49^, while KLF9 was shown to regulate hepatic CYP2D6 expression during pregnancy^50^. However, very little is known about the physiological relevance of this regulation. Similarly, potential effect of KLFs on mammalian ageing has not been explored although they are involved in the regulation of many molecular and cellular hallmarks of aging as well as age-associated diseases^51^. We also demonstrated that both KLF-1 and CYPs are needed for the activation of phase II genes, mainly enzymes of glutathione metabolism^22^. However, KLF-1 does not directly regulate phase II genes and evidently SKN-1 does not regulate the expression of most *cyp* genes, as shown here and by others^52^.

Xenobiotic/detoxification pathways are increased in *isp-1;ctb-1*, resulting in increased resistance toward different drugs, in agreement with reports on other mitomutants that exhibit resistance to multiple drugs^53^. Even a simultaneous knockdown of both mitochondrial SODs (SOD-2 and SOD-3) boosted the resistance to multiple drugs, suggesting that an increase in mitochondrial ROS is needed for this adaptation^53^. Previous studies have detected increased expression of genes encoding proteins involved in xenobiotic detoxification, including *cyp, ugt* and *gst* genes, in long-lived mitochondrial mutants^6,7,28^. Since many bacterial species from *C. elegans* habitats target mitochondria, the evolutionary advantage of coupling detection of mitochondrial dysfunction to antibacterial gene expression is clear^7^. However, other longevity promoting pathways, such as decreased insulin/IGF1 signalling or dietary restriction, also activate the expression of DMEs in a wide array of organisms ranging from worms^29,54^ to mammals^5^. Therefore, it is possible that coupling of detoxification pathways to longevity has arisen across different mechanisms that are regulated by similar or even overlapping pathways. Suitably, KLF-1 seems to be essential for the longevity in the mitomutants, upon dietary restriction and suppression of insulin signalling pathway, although different set of genes have been proposed to be essential for this effect^12,13^.

In summary, our results provide clear evidence that KLF-1 regulates longevity assurance pathway through its role in activation of genes involved in xenobiotic detoxification. This pathway seems to interconnect with many mechanisms of lifespan extension, including mitochondrial dysfunction, caloric restriction and insulin/IGF-1 signalling. We show that the initial signal in mitochondrial mutants is precisely timed with a mild increase in mtROS production. Importantly, our results also provide an answer to a long-standing puzzle in the field: Why have studies of antioxidant genes failed to reveal a major causal role in the regulation of lifespan, despite the fact that most long-lived animals show higher resistance to oxidative stress? Our study now suggests that increased resistance to oxidative stress in long-lived animals stems from the activation of a complex xenobiotic detoxification pathway shown to be upregulated in by all major longevity models. In view of this study, future research efforts should focus on establishing whether our findings extend to mammals as a prelude to developing novel interventions and new therapeutic strategies to combat aging in general and age-associated diseases in particular.

## Methods

### Strains

Strains were cultured on OP50 *E. coli*-seeded NGM plates, according to standard protocols unless otherwise stated^55^. The following strains were used in this study: Bristol N2, MQ887 *isp-1(qm150)*, MQ989 *isp-1(qm150);ctb-1(qm189)*, CB1370 *daf-2(e1370)*, SJ4100 N2;*zcIs13* [*hsp-6::gfp*], ATR1010 *isp-1(qm150);ctb-1(qm189);zcIs13, klf-1(tm1110)*, GR1373 *eri-1(mg366)*, ATR2640 *isp-1(qm150);ctb-1(qm189);eri-1(mg366)*, TK22 *mev-1(kn1)*, CW152 *gas-1(fc21)*, CL2166 N2;*dvIs19 [pgst-4::gfp-nls]*, ATR1040 *isp-1(qm150);ctb-1(qm189);dvIs19*, SD1444 *gaIs237 [cyp-25a2p::his-24::mCherry;unc-119(+)], ATR4029 isp-1(qm150); ctb-1(qm189)*; *gaIs237*, CF1553 *muIs84 [(pAD76)sod-3p::gfp;rol-6(su1006)]*, ATR4051 *isp-1(qm150);ctb-1(qm189)*;*muIs84* ATR4052 *daf-2(e1370);muIs84*, DA2154 *phb-2(ad2154)*, DA2123 N2;*adIs2122 [plgg-1::gfp-lgg-1]* and ATR1043 *isp-1(qm150);ctb-1(qm189)*;*adIs2122*.

ATR1022 N2; *atEx100* [*pklf-1::gfp;rol-6(su1006)*] and ATR4030 N2; *atEx4030* [*pcyp-34a8::gfp;prab-3::mCherry*], were generated by injecting the *pklf-1::gfp* (50 ng/μl) and *pcyp-34a8::gfp* (50 ng/μl), respectively, with pRF4 (50 ng/μl) plasmids into the N2 wild-type animals. ATR1022 and ATR4030 were crossed into *isp-1(qm150);ctb-1(qm189)* to create ATR4050 *isp-1(qm150);ctb-1(qm189)*;*atEx100* and ATR4026 *isp-1(qm150);ctb-1(qm189)*;*atEx4030*. ATR4086 N2;*atEx4086* [*pvha-6::klf-1-yfp;prab-3::mCherry;rol-6(su1006)*] was created by using *pvha-6::klf-1-yfp* (40 ng/μl), pGH8 (20 ng/μl) and pRF4 (40 ng/μl) plasmids. Plasmid mixtures were then injected using standard procedures^56^. ATR4086 was subsequently integrated and outcrossed five times (ATR4081 strain) before being crossed into *isp-1(qm150);ctb-1(qm189)* to create ATR4082 strain.

### RNAi treatment

RNAi knockdown was performed as described previously^57^. All genes for RNAi were obtained from the Ahringer RNAi library^57^ and confirmed by sequencing. As a control, empty L4440 vector was used. All clones were transformed into the *E. coli* HT115 (DE3) strain. The overnight culture grown in Luria broth media was grown to OD_595_ = 0.5, and then IPTG was added to a concentration of 1 mM. The bacteria were then induced for 3 h at 37 °C, shaking and seeded on NGM plates containing 100 μg/ml ampicillin and 1 mM IPTG. Worms were treated with RNAi from hatching and phenotype was observed as indicated. In order to obtain 5-day-old worms, beginning from the first day of adulthood, worms were washed every day with M9 and allowed to settle by gravity, in order to remove eggs and lighter larvae.

### RNAi Screen

For the *isp-1(qm150);ctb-1(qm189)* longevity suppression screen, RNAi clones from chromosome III of the Ahringer library^8,57^ were inoculated in 384-deep well plates and grown overnight. Bacteria were then seeded on 24-well NGM plates containing 100 μg/ml ampicillin and 2 mM IPTG. Each clone was seeded on four wells and induced overnight at room temperature. Afterwards, 15–20 eggs were placed into each well, and the worms were grown at 25 °C. To avoid separating the parental generation from the progeny, the *isp-1(qm150);ctb-1(qm189)* strain was crossed into the *eri-1(mg366)* mutant background, since this mutation leads to embryonic lethality at 25 °C. As a control, *eri-1(mg366)* and *isp-1(qm150);ctb-1(qm189);eri-1(mg366)* strains were grown on a separate 24-well plate, on L4440. Nine to ten days after reaching adulthood, 50% of the *eri-1(mg366)* population was scored as dead. On that day, survival of *isp-1(qm150);ctb-1(qm189);eri-1(mg366)* was assayed and the RNAi clones that gave a similar phenotype as the *eri-1(mg366)* single mutant, were identified. Among all the candidates identified, transcription factors were retested using *eri-1(mg366)* and *isp-1(qm150);ctb-1(qm189);eri-1(mg366)* strains, at 25 °C.

### Lifespan analysis

For lifespan analysis, worms were grown at 20 °C, unless otherwise stated. For the experiments with paraquat, the drug was added to the plates at a concentration of 0.1 mM and worms were exposed to the drug either their whole life or from hatching until L4 larval stage. First day of adulthood was defined as day 1 of lifespan. Unless otherwise stated, 25 worms were transferred to each plate at day 0, for a total of 100–120 worms per experiment. Worms were examined every second day by prodding with a silver wire. The worms that escaped the plate, or died due to internal hatching or protrusions, were censored.

For the “switch” experiments, worms were grown either on empty L4440, *klf-1*, *cyc-1*, *atp-5* or *cco-1* RNAi until the L4 larval stage or the third or fifth day of adulthood, as stated. Worms were then transferred to either L4440 or *klf-1* RNAi plates. Compilation of lifespan assays is listed in Supplementary Data 4.

### Oxidative stress sensitivity assay

In order to avoid bagging or *egl* phenotypes in worms, upon exposure to high oxidative stress, experiments were performed on strains with an *eri-1(mg366)* background at 25 °C, since this mutation leads to embryonic lethality at this temperature. At the L4 larval stage, the first and the fifth day of adulthood, worms were transferred onto NGM plates containing 16 mM paraquat. Survival of worms was checked every 8–12 h.

### H_2_O_2_ resistance assay

One-day-old adult worms were picked into 96-well plates filled with M9 buffer. H_2_O_2_ was then added to final concentration of 20 mM. Animals were scored for survival every hour. Presented are the data 4 h after treatment. For each condition, 12 wells of 8 worms each were assayed.

### Post embryonic development

Worms were exposed to RNAi from hatching and scored every 8 h for vulva formation. The total time from hatching until the vulva formation was taken as developmental time.

### Brood size

Single worms were transferred on individual plates at the L4 larval stage and allowed to lay eggs. The worms were transferred to a fresh plate every day until they stopped laying eggs. The total amount of hatched progeny was scored and plotted as total brood size.

### Movement

Worms were grown on indicated RNAi plates. On the first and the fifth day of adulthood, worms were transferred to non-seeded NGM plates, and allowed to settle for an hour. Afterwards, movement was scored as the number of full sinusoidal curves, body bends that a worm made moving forward or backwards, over a period of 3 min. The data were presented as the number of body bends per minute.

### KLF-1 localization assay

To assess KLF-1 intracellular localization, ATR4081 and ATR4082 strains were used. For antioxidant treatments, animals were grown from eggs or as otherwise stated on 10 mM NAC (Sigma Aldrich), 10 mM vitamin C (Sigma Aldrich) and 100 μM S3QEL-2 (Caymann Chemicals). The chemicals were added directly to the NGM plates prior to seeding with HT115 bacterial strain. For antimycin A treatment, antimycin A was added directly to the NGM medium to final concentration of 1 μM. These plates were than seeded with HT115 bacteria and allowed to dry from couple of days. Animals were grown until L4 larval stage and then transferred to the fresh NGM plates containing antimycin A. All animals were imaged as young adults unless otherwise stated. Activation was quantified as “low” when less than 2 nuclei per animal were stained, “medium” when 2–6 nuclei were stained, and “high” when more than 6 nuclei were observed. Each experiment was repeated at least three times on different days.

### ROS measurements

For ROS measurements and mitochondrial staining Mitotracker Red CM-H_2_XRos and Mitotracker Deep Red were used, respectively. Animals were grown until indicated stages. Day before the experiments, NGM plates were seeded with heat-inactivated bacteria and let dry overnight on room temperature. On the day of the experiments, 200 μl of 10 μM dye solutions were added on top of the bacteria and let dry. Animals were then added to the plates and incubated for 1 h in the dark. Afterwards, animals were washed few times with M9 buffer and transferred to fresh plates without the dye for 2 h. Subsequently, worms were washed and analysed with Biosorter Instrument (Union Biometrica).

### Xenobiotic resistance assays

For vinblastin treatment, ~20–30 synchronized L1 larvae were incubated in S-Complete media with 6 mg/ml HT115 bacteria. Wells were divided into controls without vinblastin and with 100 μM vinblastin (Sigma Aldrich). Worms were checked every day. When animals in the control wells reached adulthood, the animals treated with vinblastin were scored for developmental stages. At least five wells were used per condition and experiment was repeated three times.

For levamisole assay, levamisole was added directly to the NGM plates to final concentration of 1 mM. Animals were transferred to these plates on the second day of adulthood and scored every 15 min for paralysis by prodding gently with the silver wire. If no movement was observed, animals were scored as paralysed. A minimum of five plates were used per condition with 25 worms each.

### Microarray analysis

For the microarray experiment, RNA was isolated from worms collected from a 9-cm plate, using the Qiagen RNeasy kit. Conditions and strains used are as follows: N2 and *isp-1(qm150);ctb-1(qm189)* grown on L4440 plates, *isp-1(qm150);ctb-1(qm189)* grown on *klf-1* RNAi plates from hatching to the L4 larval stage and then switched to L4440 plates and *isp-1(qm150);ctb-1(qm189)* grown on L4440 from hatching to the L4 larval stage and then switched to *klf-1* RNAi. All worms were collected on the fifth day of adulthood. For each condition, three independent isolates were used. Reversely transcribed RNAs were hybridized to Affymetrix EleGene 1.0 ST microarrays, according to the manufacturer’s instructions. Affymetrix CEL files were processed with the Affymetrix Power Tools, version 1.15.2 and the Robust Multiarray Average normalization algorithm^58^. Analysis of differentially regulated genes was carried out using the R language for statistical computing, version 3.0.2. For functional annotation and GO term enrichment analysis, the Database for Annotation, Visualization and Integrated Discovery (DAVID), version 6.7 was used^18^. For the data presented in Supplementary Tables 1 and 2 and Supplementary Data 1, a cutoff of *p* < 0.05 and fold change >1.2 was used. For the data in the Fig. 4, a cutoff of *p* < 0.01 and fold change > 1.5 was used. Data availability is stated in Table 1.

### ChiP-Seq assay

ChiP-Seq assay was performed as described previously^59^ using ATR4081 and ATR4082 strains at the first day of adulthood. Crosslinking was performed in 1% formaldehyde for 20 min at room temperature. After lysis and sonication to obtain 300–1000 bp fragments, protein concentration was measured and proteins were normalized to 2 mg in 500 µl volume. Fifty microlitres of the volume was kept as input and the rest of the lysate was incubated with GFP-Trap (Chromotek) for 2 h at 4 °C. After washing, the crosslinks were reversed by incubation at 65 °C overnight. DNA was then isolated using phenol–chloroform–isoamylalcohol extraction and ethanol precipitation protocol.

The DNA fragments were sequenced using Hi-Seq Illumina platform. ChIP-Seq data was analysed by using QuickNGS (Next-Generation Sequencing) pipeline. The ChIP-Seq workflow takes advantage of BWA for genomic alignment of the reads. Reads was mapped to the Caenorhabditis_elegans (Ensembl database version 93). Quality check of the sequencing data was performed with FastQC version 0.10.1. For peak calling used MACS2 version 2.0.10. QuickNGS pipeline identifies all the genes which are 2000 bp up- or downstream from the MACS2 peaks. 

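In the deposited lists, 2777 pairs of a peak and a gene were given for 1002 distinct genes. The peak lay over the gene in 658 pairs and upstream of it in 2119, and no pair had the peak downstream. More than 2000 bp separated peak and gene in 1160 pairs (41.8%), with a largest distance of 4886 bp. No gene was assigned to 1464 of the 3116 peaks (47%), among them each of the 6 peaks inside the span of *cyp-13A11*. Genes were assigned anew here by the distance that the methods state, to any gene whose span lay within 2000 bp of a region on either side. Of the genes in the lists, 830 were matched by symbol to the RefSeq gene table, and their starts in the files and in the table differed by a median of 1.5 bp.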

The results comprise lists of significant peaks. Result was uploaded into MySQL database. Alternatively, ChiP-Seq data were analysed with qPCR using primers listed in Supplementary Data 5. CHIP-seq data are available at NCBI Gene Expression Omnibus (GEO) under GSE130035.

### RNA isolation and qPCR

Worms were collected from a 9 cm plate and total RNA was isolated with Trizol (Invitrogen). DNAse treatment was performed using DNA-free^TM^, DNAse and removal (Ambion, Life Technologies), according to the manufacturer’s protocol. RNA was quantified by spectrophotometry and 0.8 μg of total RNA was reversely transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). For each condition, five independent samples were prepared. qPCR was performed using the Step One Plus Real-Time PCR System (Applied Biosystems), with the following PCR conditions: 3 min at 95 °C, followed by 40 cycles of 5 s at 95 °C and 15 s at 60 °C. Amplified products were detected with SYBR Green (Brilliant III Ultra Fast SYBR Green qPCR Master Mix, Agillent Technologies). Relative quantification was performed against either *act-1* or Y45F10D.4. Primers used in this study are presented in Supplementary Data 5. Data were analysed using ΔΔCt analysis. For each condition, five independent replicates were used. Each gene is tested in two independent experiments. Data presented are average of one experiment.

### *klf-1* expression under stress conditions

ATR1022 strain was grown until adulthood on 20 °C degrees on normal NGM plates and then treated as follows: (i) for *osmotic stress* animals were transferred to NGM plates containing 500 mM NaCl and kept for 20 h, after which, the animals were washed off the plates using M9 buffer containing 300 mM NaCl and transferred to normal NGM plates; (ii) for heat stress, animals were incubated on 35 °C for a period of 9 h; (iii) for oxidative stress, young adults were either transferred to 16 mM paraquat plates for 24 h, or worms were grown from eggs until adulthood on 0.1 mM paraquat throughout the development. At the end of treatment, animals were imaged as described bellow.

### Western blotting

For protein sample preparations, worms were collected from three full 9-cm plates and wash extensively with M9 buffer, in order to remove the bacteria. The pellets were then frozen in liquid nitrogen. Two hundred microlitres of lysis buffer (25 mM Tris-HCl pH 7.4, 0.15 M NaCl, 1 mM EDTA, 1% NP-40, 0.5% SDS, 10 mM DTT and proteinase inhibitor cocktail) was added to the pellet prior to thawing. Three freeze-thaw cycles were performed in liquid nitrogen, followed by sonication. The debris was spun down for 10 min at 16,000 × *g* at 4 °C and the supernatant was transferred to a fresh tube. Protein concentration was measured with Bradford assay.

Western blotting was performed using antibodies against MnSOD (1:1000, Upstate #06-984), Grp75 (1:1000, Abcam #82591), HSP-60 (1:2000, BD Transduction Laboratories #611562), GFP (1:2000, Kindly provided by Jan Riemer), HSC70 (1:2000, Santa Cruz #sc-7298) and Tubulin (1:1000, Calbiochem #CP06). Oxyblot analysis was performed using the manufacturer’s protocol (Millipore) and the data were normalized to Ponceau S staining of the membrane. All uncropped blots are supplied in the Source Data File.

### Microscopy

Animals were immobilized on 2% agarose pads in 5 mM levamisole buffer and imaged using an AxioImager Z.1 epifluorescence microscope, equipped with a Hammamatsu camera (OrcaR^2^) and AxioVision software 4.8. Images were analysed using ImageJ (National Institutes of Health), as previously described^60^.

### Oxygen consumption

Oxygen consumption rates were measured using an Oroboros Oxygraph 2k (Oroboros Instruments GmbH). Three hundred animals, on the first or the fifth day of adulthood, were used for each measurement. Each measurement was performed at 20 °C and repeated at least three times. Data were analysed using DatLab4 software (Version 4.3).

### Hepa1-6 cell experiments

Hepa1-6 cells (ATCC®-CRL-1830™) were cultured in DMEM medium containing 4 mM L-Glutamine, 1 mM sodium pyruvate, 100 units/mL penicillin-streptomycin and 10% foetal bovine serum (FBS). For the gene silencing of *Klf4*, *Klf5* and negative control 1.2 × 10^5^ Hepa1-6 cells were transfected in a reverse transfection protocol with Lipofectamine RNAiMAX (Thermo Fisher Scientific) and each siRNA (purchased from Eurogentec) at a dose of 1 nM in 12 wells following the manufacturer’s instructions. siRNAs used are as follows: *Klf4*—GGAACUCUCUCACAUGAAG and *Klf5*—GACCAUGCGUAACACAGAU.

After 24-h cultivation at 37 °C in culture medium, antimycin A (purchased from Sigma Aldrich, 5 mM stock solution in 100% Ethanol, diluted to 2.5 µM working solution in H_2_O) was added to a final concentration of 50 nM and incubated for additional 24 h. After the incubation, the cells were collected and used for RNA isolation using Trizol Reagent (Thermo Fisher Scientific) according the manufacturer’s instructions. After DNase I treatment (New England Biolabs, UK), the total RNA was reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific) with random primer. Quantitative polymerase chain reaction (qPCR) was performed with a QuantStudio 12 K Flex Real-Time PCR System (Thermo Fisher Scientific) in 12 μl aliquots of reaction mixtures containing cDNA, appropriate pairs of primers and Brilliant III Ultra-Fast SYBR®Green QPCR Master Mix (Agilent). Expression levels of the genes were calculated by the comparative CT method using HPRT as endogenous housekeeping genes. Primers used are enlisted in Supplementary Data 5.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

Source Data

## Data Availability

The source data underlying the figures in the paper are provided as a Source Data file. The Microarray data that support the findings of this study are available in on NCBI Gene Expression Omnibus (GEO) with the GEO Accession Number: GSE61771. CHIP-seq data are available on NCBI Gene Expression Omnibus (GEO) with the GEO Accession Number: GSE130035. All other data are available from the authors upon reasonable request.

# Supplementary material for: KLF-1 orchestrates a xenobiotic detoxification program essential for longevity of mitochondrial mutants
**Source:** Nat Commun. 2019 Jul 25;10:3323. doi: 10.1038/s41467-019-11275-w
**Supplement:** Supplementary file 1 — Supplementary Information

**KLF-1 orchestrates a xenobiotic detoxification program essential for longevity of
mitochondrial mutants**

Herholz et al.

Supplementary Figure 1

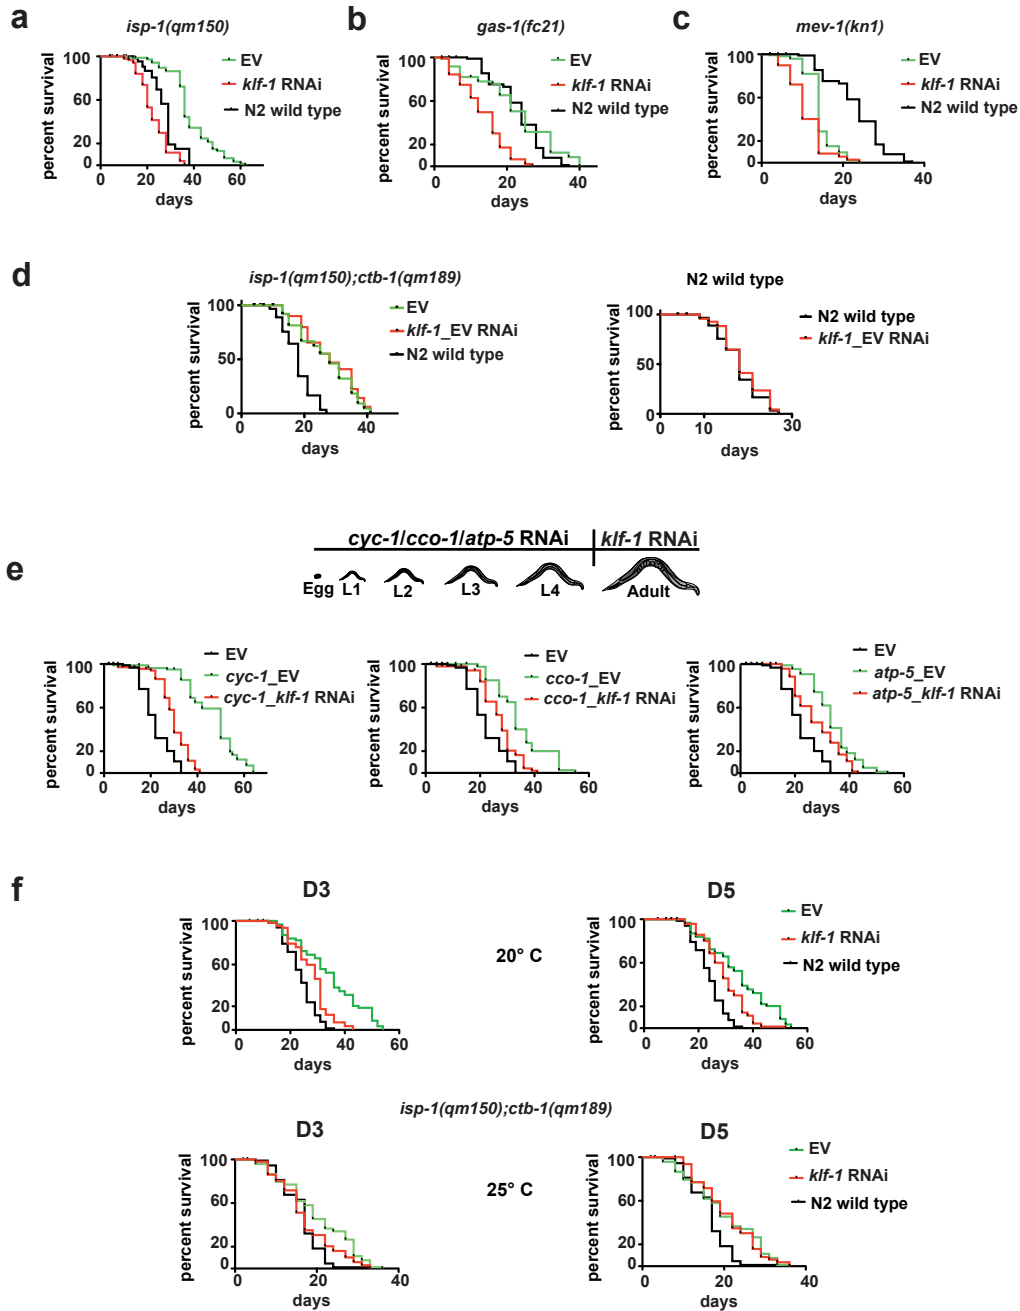

Supplementary Figure 1. KLF-1 activity in early adulthood is crucial for *isp-1;ctb-1* longevity. (a) Lifespan curve of complex III *isp-1(qm150)* mutant on control (EV) or *klf-1* RNAi. (b-c) *klf-1* knockdown in *gas-1(fc21)* (complex I) and *mev-1(kn1)* (complex II) mutant shortens lifespan. (d) Lifespan curves of *isp-1(qm150);ctb-1(qm189)* (left) and N2 wild type animals (right) grown on control or *klf-1* RNAi for two subsequent generations. The animals from *klf-1* RNAi plates of the second generation were then transferred to control RNAi at L4 larval stage. (e) Lifespan curves of N2 wild type animals grown either on complex III (*cyc-1*), complex IV (*cco-1*) and complex V (*atp-5*) RNAi during developmental stages and then transferred to either control (EV) or *klf-1* RNAi plates. (f) Survival curve of *isp-1(qm150);ctb-1(qm189)* animals grown on control RNAi plates until third (D3) or fifth (D5) day of adulthood and then transferred to *klf-1* RNAi plates at 20°C degrees (upper panel) and 25°C degrees (lower panel).

Supplementary Figure 2

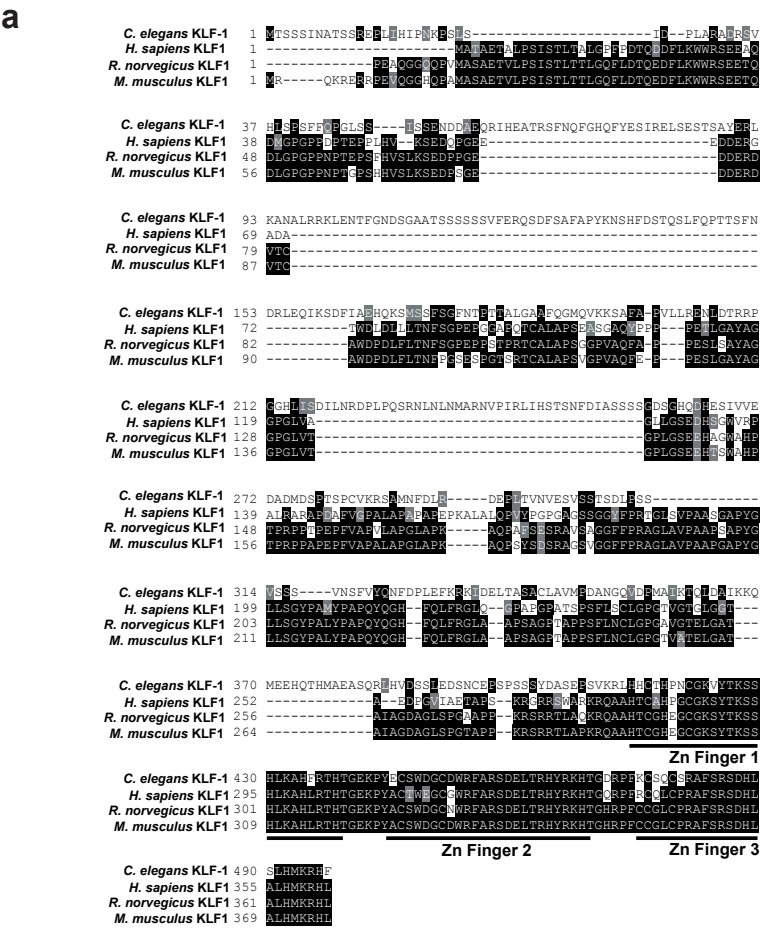

Supplementary Figure 2. KLF-1 shares homology with mammalian KLFs in its Zn-finger domain. (a) Alignment of *C. elegans* KLF-1 with KLF1 sequences of *H. sapiens*, *R. norvegicus*, *M. musculus*. **(b)** Fluorescent image of a WT worm expressing *gfp* under the *klf-1* promoter. Yellow arrows indicate tissues where strong *gfp* expression is observed. Scale bar 20μm.

Supplementary Figure 3

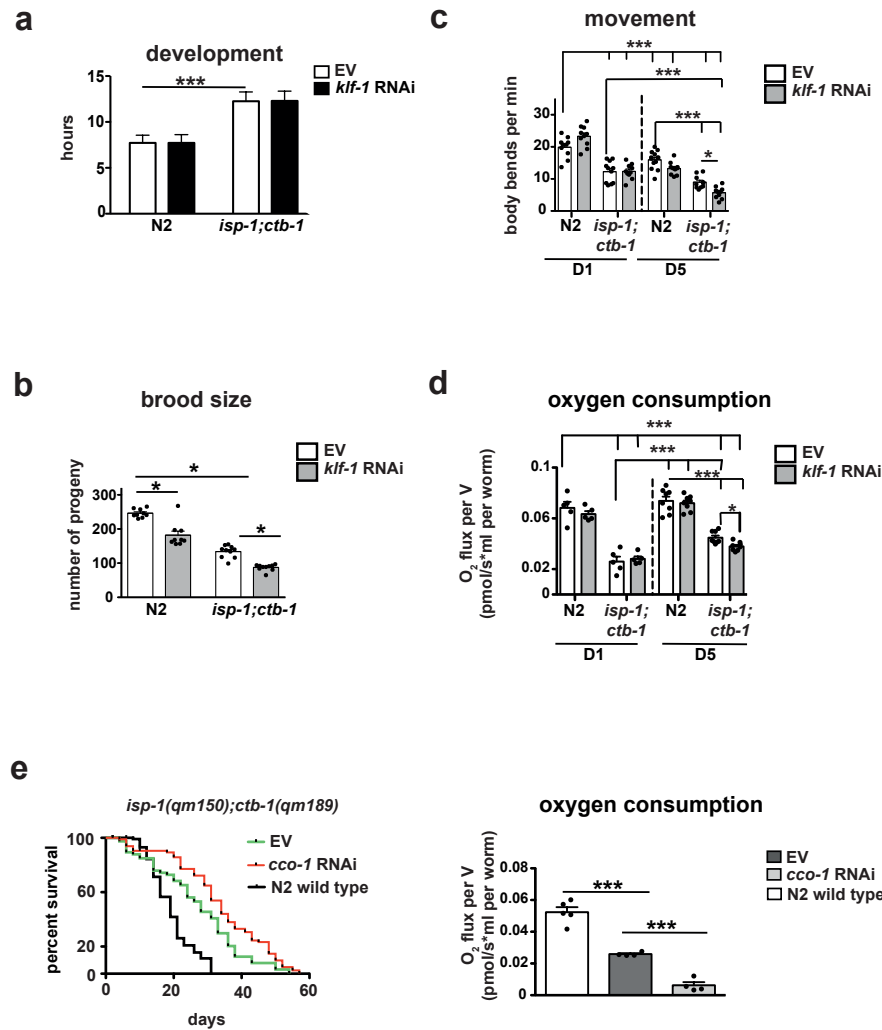

Supplementary Figure 3. KLF-1 has mild effects on behavioural phenotypes of *isp-1;ctb-1*. (a) Development analysis of N2 wild type and *isp-1(qm150);ctb-1(qm189)*. Developmental time was assayed that animals needed to reach adulthood starting from eggs on. n=300 animals were analyzed on control (EV) and *klf-1* RNAi. Brood size (b) and movement rates (c) were measured in N2 wild type and *isp-1(qm150);ctb-1(qm189)* animals on control (EV) or *klf-1* RNAi. n=10 animals were assayed per condition. (d) Oxygen consumption in N2 wild type and *isp-1(qm150);ctb-1(qm189)* animals either on control (EV) or *klf-1* RNAi was analyzed at the first (D1) or the fifth (D5) day of adulthood. Graph represents data from n=5 replicates, each with 300 animals. (e) Lifespan curve of *isp-1(qm150);ctb-1(qm189)* mutants exposed to *cco-1* RNAi during whole life (left) and oxygen consumption rates in the same animals at D1. Graph represents data from n=4 replicates, each with 300 animals. For all panels, data are presented as mean±SEM. *p<0.05, ***p<0.001, One-way ANOVA with Tukey post hoc test.

Supplementary Figure 4

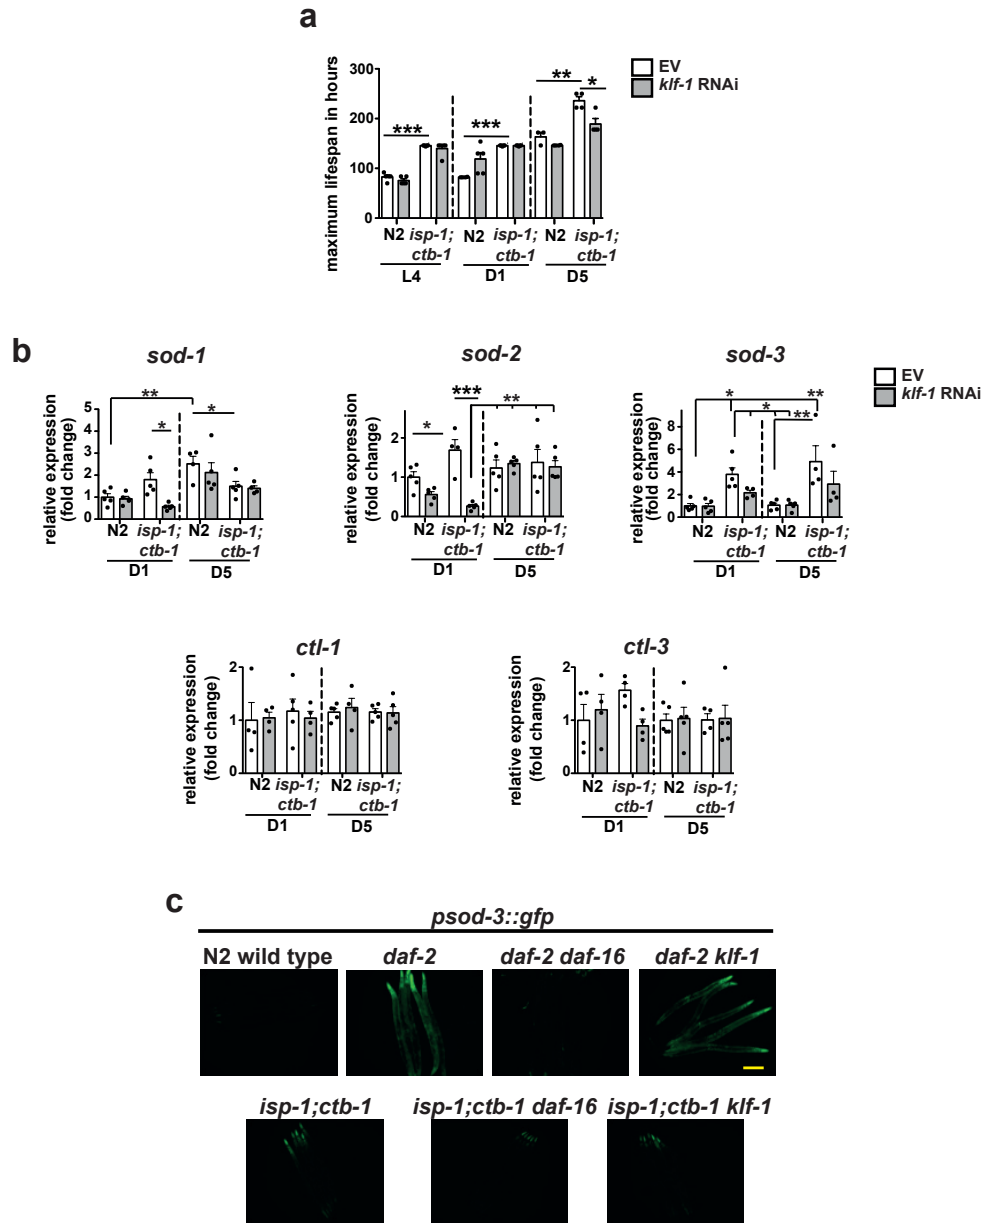

Supplementary Figure 4. KLF-1 does not directly regulate the expression of the oxidative stress response genes. (a) Paraquat sensitivity was assayed as survival rates on 16mM paraquat. Animals were exposed to paraquat either at L4 larval stage, the first (D1) or the fifth (D5) day of adulthood. For each condition, n=5 plates, each with 20 worms were used. (b) Expression of genes coding for proteins involved in the oxidative stress response, *sod-1*, *sod-2*, *sod-3*, *ctl-1* and *ctl-3* was analyzed by qPCR in N2 wild type and *isp-1(qm150);ctb-1(qm189)* mutant at the D1 or D5 of adulthood. Animals were grown on control (EV) or *klf-1* RNAi. For all panels, data are presented as mean±SEM. *p<0.05, **p<0.01, ***p<0.001, One-way ANOVA with Tukey post hoc test. n=5 samples per condition. (c) Fluorescent images of a strain expressing *gfp* under *sod-3* promoter. *psod-3::gfp* array was crossed into *daf-2(e1370)* and *isp-1(qm150);ctb-1(qm189)* mutants and animals were grown on control (EV), *daf-16* or *klf-1* RNAi until D1 when the pictures were taken. Scale bar 100µm.

Supplementary Figure 5

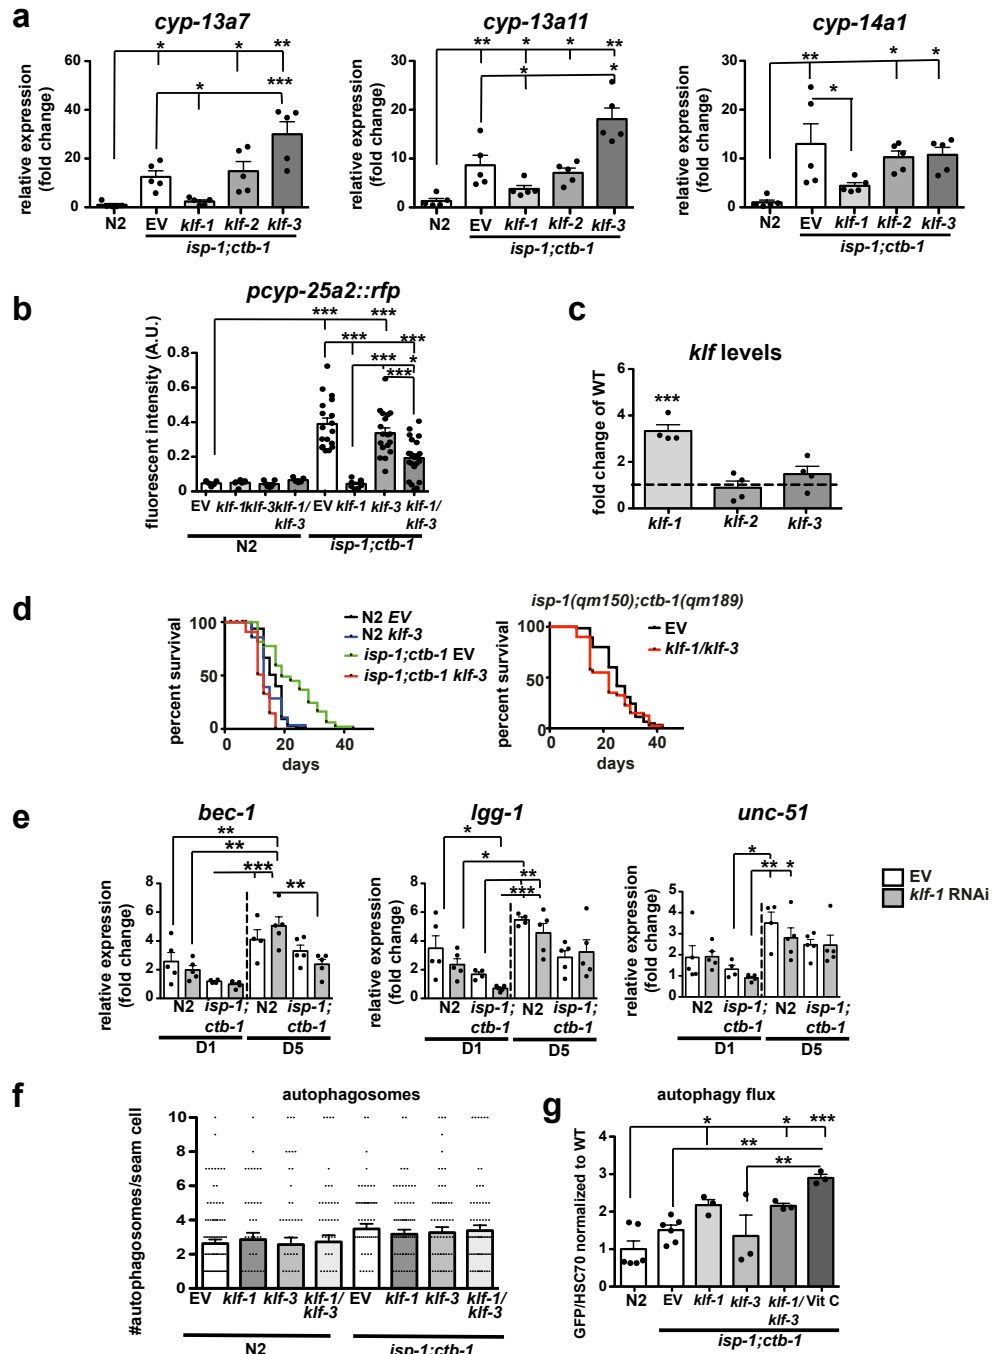

Supplementary Figure 5. KLF-2 and KLF-3 do not mediate *cyp* gene expression in *isp-1;ctb-1*. (a) *cyp-13a7*, *cyp-13a11* and *cyp-14a1* mRNA levels were assayed by qPCR in WT and *isp-1(qm150);ctb-1(qm189)* mutant at the first (D1) day of adulthood after exposure to either *kif-1*, *kif-2* or *kif-3* RNAi. n=5 independent samples were used per condition. *p<0.05, **p<0.01, ***p<0.001, One-way ANOVA with Tukey post hoc test. (b) Activity of the *pcyp-25a2::rfp* reporter in N2 wild type and *isp-1(qm150);ctb-1(qm189)* genetic background. n=10 animals were imaged at fifth (D5) day of adulthood upon *kif-1*, *kif-3* or combined *kif-1* and *kif-3* RNAi. Data are presented as mean±SEM. *p<0.05, ***p<0.001, One-way ANOVA with Tukey post hoc test. (c) Expression level of *kif-1*, *kif-2* and *kif-3* in *isp-1(qm150);ctb-1(qm189)* mutant as analyzed by qPCR in *isp-1(qm150);ctb-1(qm189)* mutant at D1. For all panels, data are presented as mean±SEM. *p<0.05, **p<0.01, ***p<0.001, Student's T-test. n=4 independent samples. (d) Lifespan analysis of N2 wildtype and *isp-1(qm150);ctb-1(qm189)* animals grown on control (EV) or *kif-3* RNAi (left) or combined *kif-1* and *kif-3* RNAi (right). (e) *bec-1*, *lgg-1* and *unc-51* mRNA levels were assayed by qPCR in N2 wild type and *isp-1(qm150);ctb-1(qm189)* mutant at D1 and D5 in control (EV) or upon *kif-1* RNAi. n=5 independent replicates were used per condition. *p<0.05, **p<0.01, ***p<0.001, One-way ANOVA with Tukey post hoc test. (f) Autophagosomes/seam cell. n=5 independent replicates were used per condition. *p<0.05, **p<0.01, ***p<0.001, One-way ANOVA with Tukey post hoc test. (g) Autophagy flux. n=5 independent replicates were used per condition. *p<0.05, **p<0.01, ***p<0.001, One-way ANOVA with Tukey post hoc test.

Number of GFP positive puncta in the seam cells of L4 stage N2 wild type or *isp-1(qm150);ctb-1(qm189)* animals expressing *plgg-1::lgg-1-gfp*. Animals were grown on control (EV) or *klf-1*, *klf-3* or combined *klf-1* and *klf-3* RNAi. n=30 animals per condition. (g) Proteins were isolated from *plgg-1::lgg-1-gfp* carrying strain in N2 wild type and *isp-1(qm150);ctb-1(qm189)* genetic background, at the L4 stage. Western blots were probed against GFP antibody. Shown is quantification of the Western blots from n=3 independent replicates per condition. *p<0.05, **p<0.01, ***p<0.001, One-way ANOVA with Tukey post hoc test.

Supplementary Figure 6

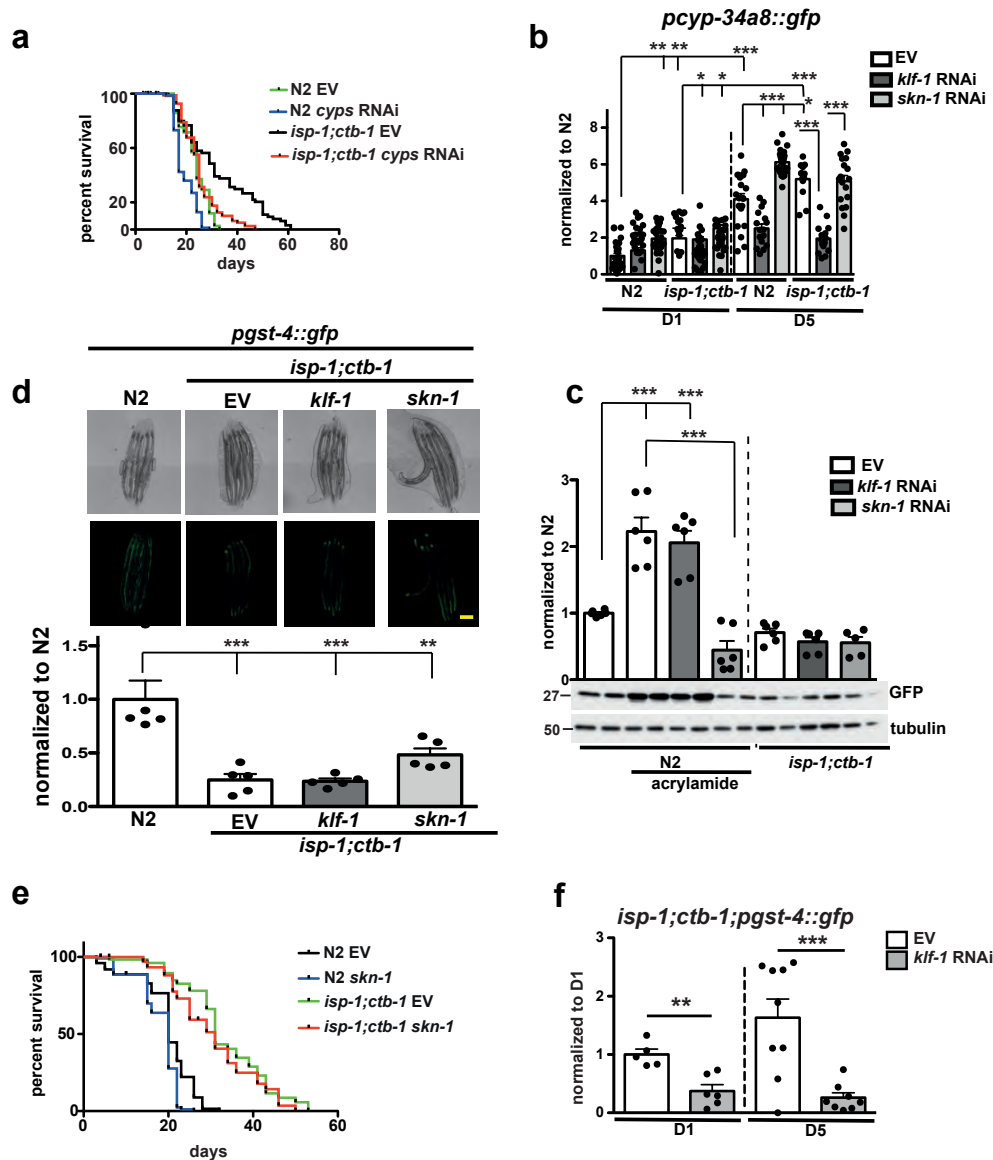

Supplementary Figure 6. Phase II response is not activated in *isp-1(qm150);ctb-1(qm189)*. (a) Lifespan analysis of N2 wild type and *isp-1(qm150);ctb-1(qm189)* animals grown on control or combined *cyp-25a1* and *cyp-13a11* RNAi (*cyps*). (b) Quantification of *gfp* expression under *cyp-34a8* promoter in N2 wild type and *isp-1(qm150);ctb-1(qm189)* mutant background upon *klf-1* and *skn-1* RNAi at the first (D1) or the fifth (D5) day of adulthood. Data are presented as mean±SEM. *p<0.05, **p<0.01, ***p<0.001, One-way ANOVA with Tukey post hoc test. n=15 animals. (c) Western blot showing GFP levels in the protein isolates from *pgst-4::gfp* strain from N2 wild type and *isp-1(qm150);ctb-1(qm189)* mutant background at D1. N2 animals were treated with acrylamide at D1. Data are presented as mean±SEM. ***p<0.001, One-way ANOVA with Tukey post hoc test. n=6 independent samples per condition. (d) Upper panel shows representative confocal images of *gfp* expressed under *gst-4* promoter in wild type and *isp-1(qm150);ctb-1(qm189)* animals grown on *klf-1* or *skn-1* RNAi at D1. Scale bar 100µm. Lower panel is the quantification of n=10 animals. *p<0.05, **p<0.01, ***p<0.001, One-way ANOVA with Tukey post hoc test. (e) Lifespan analysis of N2 wild type and *isp-1(qm150);ctb-1(qm189)* animals grown on control (EV) or *skn-1* RNAi. (f) Quantification of *gfp* expression under *gst-4* promoter in *isp-1(qm150);ctb-1(qm189)* mutant upon *klf-1* knockdown at the D1 or D5 of adulthood. Data are presented as mean±SEM. **p<0.01, ***p<0.001, Student T-test. n=5 animals per condition.

Supplementary Figure 7

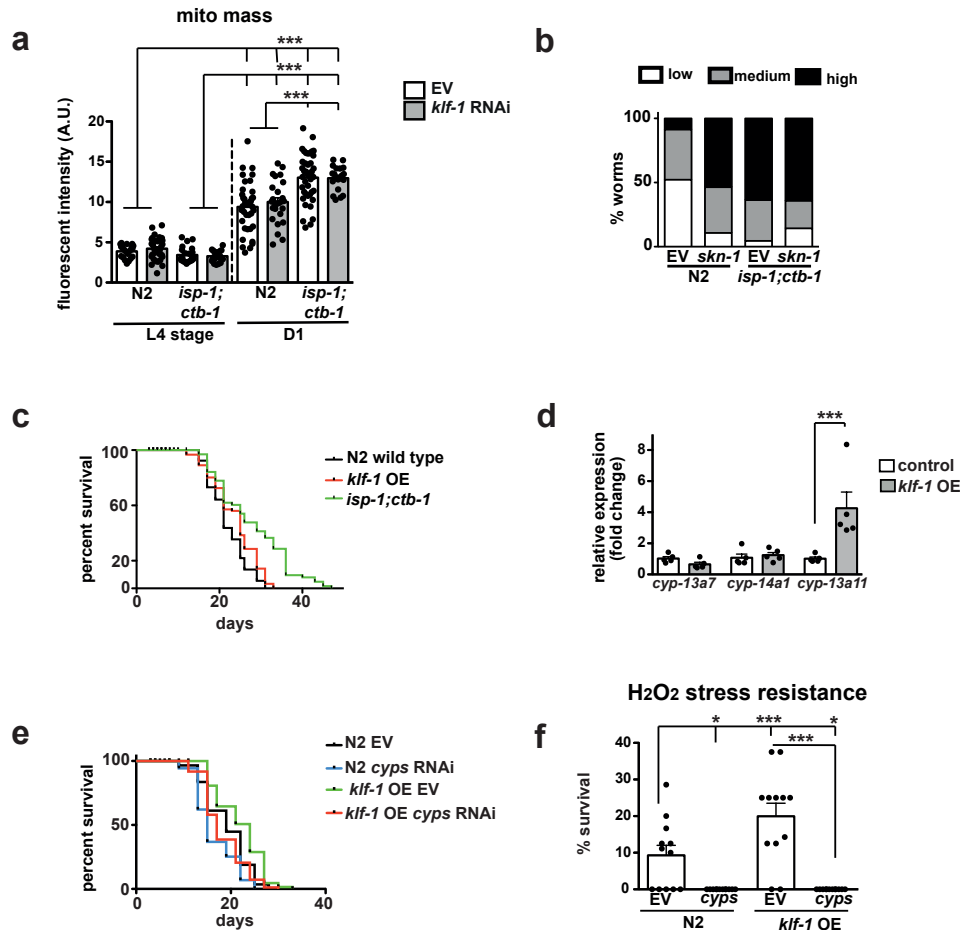

Supplementary Figure 7. KLF-1 overexpression extends lifespan of wild type animals. (a) N2 wild type and *isp-1(qm150);ctb-1(qm189)* animals were stained with Mitotracker Deep Red at L4 stage and first (D1) day of adulthood to assay the mitochondrial mass. Animals were grown either in control (EV) or *klf-1* RNAi. n=20 animals per condition. (b) Strain carrying *pvha-6::klf-1-yfp* array in N2 wild type and *isp-1(qm150);ctb-1(qm189)* genetic background was assay for nuclear translocation of KLF-1. Animals were grown either on control (EV) or *skn-1* RNAi and assayed at D1. n=10 animals. (c) Lifespan curves of N2 wild type and N2 expressing *klf-1* under gut specific promoter (*klf-1* OE). *isp-1(qm150);ctb-1(qm189)* animals were used as controls. (d) mRNA expression levels of *cyp-13a7*, *cyp-14a1* and *cyp-13a11* were assayed by qPCR in *klf-1* overexpressing N2 animals (*klf-1* OE) at D1. Data are presented as mean±SEM. n=5 samples per condition. (e) Lifespan curves of *klf-1* overexpressing strain grown either on control (EV) or combined *cyp-25a1* and *cyp-13a11* RNAi (*cyps*). (f) N2 wild type and N2 overexpressing *klf-1* were grown on control (EV) and combined *cyp-25a1* and *cyp-13a11* RNAi (*cyps*) and treated with 20mM H₂O₂ at D1. Survival was assayed 4 hours after treatment. *p<0.05, ***p<0.001 One-way ANOVA with Tukey post hoc test. n=100 animals per condition.

Supplementary Table 1. GO terms of the gene list in Supplementary Data 1.

GO-ID	Pathway	P-value
55114	oxidation reduction	6.60E-04
30258	lipid modification	1.80E-02
6635	fatty acid beta- oxidation	8.80E-02
9062	fatty acid catabolic processes	8.80E-02
19395	fatty acid oxidation	9.70E-02
34440	lipid oxidation	9.70E-02

Supplementary Table 2. KEGG pathways of the gene list in Supplementary Data 1.

Pathway	P-value
Metabolism of xenobiotics by cytochrome P450	1.70E-03
Drug metabolism	2.40E-03
Fatty acid metabolism	1.50E-02
Glycolysis / Gluconeogenesis	4.60E-02

# Supplementary material for: KLF-1 orchestrates a xenobiotic detoxification program essential for longevity of mitochondrial mutants
**Source:** Nat Commun. 2019 Jul 25;10:3323. doi: 10.1038/s41467-019-11275-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: List of genes which expression is significantly changed in *isp-1;ctb-1* mutant and is not affected by developmental *klf-1* RNAi, but is brought to wild type levels by *klf-1* RNAi in adulthood.

File Name: Supplementary Data 2

Description: CA/GCCC sites in the promoters of genes listed in Figure 4a and *cyp* genes that are mostly upregulated in *isp-1(qm150);ctb-1(qm189)* in *klf-1* dependent manner.

File Name: Supplementary Data 3

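This table has 165 entries, which give 154 distinct regions and 149 distinct gene symbols. The coordinates of 151 regions were those of regions in the authors' deposited table of the comparison between the strains, and the other 3 were at *cyp-13A8*, *cyp-37A1* and *cyp-33C9*. Each region was compared with the deposited peaks of each library. WT libraries had a peak at 90, 86 and 61 of the regions and *isp-1;ctb-1* libraries at 112, 102 and 126. Peaks of both strains were found at 89 regions, and in at least 2 libraries of each strain at 59. Peaks of *isp-1;ctb-1* libraries only were found at 54 regions, 27 of them with all 3 libraries, and peaks of WT libraries only at 11, 4 of them with all 3. At the stated threshold 2 regions were held by both strains.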

Description: List of genes identified in the ChIP-Seq assay, that overlap between N2 and *isp-1(qm150);ctb-1(qm189)*.

File Name: Supplementary Data 4

Description: Compilation of data for lifespan experiments in Figures 1, 5, 6 and 7 and Supplementary Figures 1, 3, 5, 6 and 7.

File Name: Supplementary Data 5

Description: List of primers used in qPCR experiments in this study.

# Supplementary material for: KLF-1 orchestrates a xenobiotic detoxification program essential for longevity of mitochondrial mutants
**Source:** Nat Commun. 2019 Jul 25;10:3323. doi: 10.1038/s41467-019-11275-w
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Code for CHIP-seq data analysis is provided here:
<https://bmcgenomics.biomedcentral.com/articles/10.1186/s12864-015-1695-x>

Data analysis

Database for Annotation, Visualization and Integrated Discovery (DAVID), version 6.7
ImageJ 1.43
DatLab4 Software 4.3
Excel2016
GraphPrism 5
MACS2 version 2.0.10

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data underlying this study are provided as a Source Data file or available from the authors upon reasonable request. Microarray and CHIP-seq data are available on NCBI Gene Expression Omnibus (GEO) under accession number GSE61771 for Microarray and GSE130035 for CHIP-seq.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Lifespan analysis 100 worms; Fluorescence microscopy minimum 10 worms; Behavioral assays minimum 10 worms; Toxicity assays 100 worms. qPCR 3-5 independent samples of >100 worms.
Data exclusions	No.
Replication	3 replicates
Randomization	For all experiments, worms were randomly selected.
Blinding	No

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	MnSOD (Upstate #06-984); Grp75 (Abcam #82591), HSP-60 (BD Transduction Laboratories #611562), GFP (Invitrogen #A11122), HSC70 (Santa Cruz #sc-7298), Tubulin (Calbiochem #CP06), GFP-Trap (Chromotek #gtma20)
Validation	Antibodies are validated by manufacturer and in this study.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Hepa1-6 cells (ATCC-CRL-1830)
Authentication	The cell lines used have been authenticated by ATCC
Mycoplasma contamination	Negative for mycoplasma contamination
Commonly misidentified lines (See ICLAC register)	No commonly misidentified lines were used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	C. elegans

Wild animals

No

Field-collected samples

No

Ethics oversight

No

Note that full information on the approval of the study protocol must also be provided in the manuscript.

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130035>

Files in database submission

K002000300_100000_S71_L008_R1_001.fastq.gz
 K002000300_100001_S72_L008_R1_001.fastq.gz
 K002000300_100002_S73_L008_R1_001.fastq.gz
 K002000300_100003_S74_L008_R1_001.fastq.gz
 K002000300_100004_S75_L008_R1_001.fastq.gz
 K002000300_100005_S76_L008_R1_001.fastq.gz
 K002000300_100006_S77_L008_R1_001.fastq.gz
 K002000300_100007_S78_L008_R1_001.fastq.gz
 K002000300_100008_S79_L008_R1_001.fastq.gz
 K002000300_100009_S80_L008_R1_001.fastq.gz
 K002000300_99998_S69_L008_R1_001.fastq.gz
 K002000300_99999_S70_L008_R1_001.fastq.gz
 27530.fwd.bigwig
 27531.fwd.bigwig
 27532.fwd.bigwig
 27536.fwd.bigwig
 27537.fwd.bigwig
 27538.fwd.bigwig
 27533.fwd.bigwig
 27534.fwd.bigwig
 27535.fwd.bigwig
 27539.fwd.bigwig
 27540.fwd.bigwig
 27541.fwd.bigwig
 27530.rev.bigwig
 27531.rev.bigwig
 27532.rev.bigwig
 27536.rev.bigwig
 27537.rev.bigwig
 27538.rev.bigwig
 27533.rev.bigwig
 27534.rev.bigwig
 27535.rev.bigwig
 27539.rev.bigwig
 27540.rev.bigwig
 27541.rev.bigwig
 1189457.narrow.bigbed
 1189458.narrow.bigbed
 1189459.narrow.bigbed
 1189457.broad.bigbed
 1189458.broad.bigbed
 1189459.broad.bigbed
 1189460.narrow.bigbed
 1189461.narrow.bigbed
 1189462.narrow.bigbed
 1189460.broad.bigbed
 1189461.broad.bigbed
 1189462.broad.bigbed

Genome browser session
 (e.g. [UCSC](#))

[http://genome-euro.ucsc.edu/cgi-bin/hgTracks?](http://genome-euro.ucsc.edu/cgi-bin/hgTracks?db=ce10&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr11%3A8851134-10744133&hgslid=231907716_hoKPiPVFbQkKzUFXbjujwsxYAohl)
 db=ce10&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&posi
 tion=chr11%3A8851134-10744133&hgslid=231907716_hoKPiPVFbQkKzUFXbjujwsxYAohl

Methodology

Replicates

INPUT 4081 1-3 with corresponding ATR4081 1-3, INPUT ATR4082 with corresponding ATR4082 1-3. ATR4081 is N2;Is[pvha-6::klf-1-yfp] and ATR4082 is isp-1(qm150);ctb-1(qm189);Is[pvha-6::klf-1-yfp].

Sequencing depth

Total number of reads: INPUT 4081 1 27.9M, INPUT 4081 2 30.2M, INPUT 4081 3 31.8M, INPUT 4082 1 28.9M, INPUT 4082 2 33.4M, INPUT 4082 3 30.1M, 4081 1 27.4M, 4081 2 27.9M, 4081 3 25M, 4082 1 30.2M, 4982 2 32.9M, 4082 3 28.1M.
Uniquely mapped reads: INPUT 4081 1 27.1M, INPUT 4081 2 29.3M, INPUT 4081 3 30.2M, INPUT 4082 1 26.9M, INPUT 4082 2 32.3M, INPUT 4082 3 29.2M, 4081 1 19.8M, 4081 2 22.6M, 4081 3 19.5M, 4082 1 25.5M, 4982 2 27.2M, 4082 3 23.2M.

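The uniquely mapped part of the reads was 72.3, 81 and 78% in the WT ChIP libraries and 84.4, 82.7 and 82.6% in the *isp-1;ctb-1* ChIP libraries. In the inputs it was 97.1, 97 and 95% for WT and 93.1, 96.7 and 97% for *isp-1;ctb-1* mutants, above that of the matching ChIP library in all 6 pairs. The deposited lists give no read number per peak, so the counting error of a single peak is not known here.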

Length of reads: 35-51bp
Reads were single-end.

Antibodies

Antibody used is: GFP-TRAP (Chromotek; Cat. #gtma-20; Lot. 81025001MA)

Peak calling parameters

MACS2 version 2.0.10.

Data quality

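A fold enrichment over 1.5 was reached by 548, 641 and 251 peaks of the WT lists and by 494, 205 and 491 peaks of the *isp-1;ctb-1* lists. A p-value under 0.05 was given for 83, 85 and 54 peaks of WT and for 63, 8 and 60 peaks of *isp-1;ctb-1* mutants, and both conditions left 83, 85 and 54 peaks and 63, 7 and 60 peaks. The highest p-value in the lists was 0.431, and 1299 peaks (41.7%) had one of 0.05 or more. Requiring a fold enrichment of at least 2 with the same p-value left 27, 18 and 1 peaks in WT and 61, 5 and 13 in *isp-1;ctb-1* mutants. The fold enrichment in the 6 lists ran from 1.21 to 5.19, with medians of 1.86, 1.86 and 1.67 in WT and 1.94, 1.53 and 1.73 in *isp-1;ctb-1* mutants.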

Data with fold enrichment higher than 1.5 and p-value lower than 0.05 was analyzed.

Software

Data analysis details are provided here:
<https://bmcgenomics.biomedcentral.com/articles/10.1186/s12864-015-1695-x>

How the deposited data were processed for this re-analysis (not part of the article)

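ChIP-seq of KLF-1-YFP was analysed in WT animals and *isp-1;ctb-1* mutants on day 1 of adulthood, with 3 ChIP libraries and 3 input libraries per strain. Each sample was assigned from its labels and from the replicate and depth entries of the Reporting Summary. That summary gives reads of 35 to 51 bp and 19.5 to 27.2 M uniquely mapped reads per ChIP library.

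The authors aligned the reads with BWA (version not given in the sources used here) in the QuickNGS pipeline, used Ensembl release 93 for genome and genes, checked quality with FastQC 0.10.1 and called peaks with MACS2 2.0.10, each ChIP library against its own input and without pooling. The files deposited for each ChIP library hold a fold enrichment over input, a ratio per peak, which was used only within its own list. They also hold a deposited p-value for each peak with an assigned gene, blank for every other peak, and what it tests is not given in the sources used here. The authors' deposited table of the comparison between the strains holds a mean per condition, a signed fold, treated as a score because it jumps from 1 to -1, and a p-value for 287 regions. Its normalization and test are not given in the sources used here. Its columns do not name the strains. Condition 2 was taken as *isp-1;ctb-1*, because all 63 of its regions built only from *isp-1;ctb-1* peaks were higher in condition 2 and 35 of the 40 built only from WT peaks were higher in condition 1. The name of the deposited table puts *isp-1;ctb-1* first, which alone would make it condition 1. The fold in the authors' deposited table is not the ratio of its 2 means, and lies below that ratio by more than 0.01 in 106 regions and above it in none. Its values were copied and counted and were not tested again, since it gives no value per library.

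From the peak lists, peaks passing a fold enrichment over 1.5 and a p under 0.05 were kept as the main set, and every deposited peak was analysed beside it. Peaks were merged where they shared at least 1 bp, and a strain held a region with a peak in at least 2 of 3 libraries. Genes came from the RefSeq gene table of assembly WBcel235 (46926 genes, 19983 of them protein-coding) and were assigned within 2000 bp of their span on either side. Overlaps and gene lists were compared with 1000 random placements of the regions within their chromosomes, one-sided, with Benjamini-Hochberg adjustment over 20 gene lists. The microarray list of Supplementary Data 1 was tested with a one-sided Fisher's exact test against all genes of the table. Numbers of peaks per library were compared by a two-sided exact permutation test, which 3 libraries against 3 limit to p = 0.1. Jaccard indices of 15 pairs of libraries were compared over the 10 splits into 3 and 3.

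Named regions followed a rule fixed before the data were examined, apart from the exceptions given with them. It took the *cyp* genes and the genes of the paper's ChIP-seq paragraph, the 10 best ranked regions with a peak in all 6 libraries, up to 4 members of each list near a region of both strains (*clec-9*, 1 more C-type lectin gene, was added after the values were seen), the 5 largest folds each way in the authors' deposited table, and the 5 best ranked regions of each strain alone. Supplementary Data 3 had been read before the rule was written.

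Alternatives fixed before the data were examined were a stricter fold enrichment, every deposited peak, peaks in 1 or in 3 of 3 libraries, each library left out in turn, an overlap of 50% or more of the shorter peak, placement within 200 kb, regions over 2000 bp left out, other measures of agreement between libraries, Fisher's exact test in place of placements, and a test blocked by replicate number. The scripts were tested on simulated peaks, where 60 of 60 planted regions of both strains were recovered, 1 of 40 overlap tests without a planted overlap passed 0.05, and of the gene lists the 1 planted list was called and none of the 19 others. The unplanted peaks were drawn at uniform positions and the lists from random genes, as the placements assume. The simulation therefore checks the scripts and not the error rate in these data.

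The KLF motif was not analysed, because no genome sequence was used here. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.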

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

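The tests of scaling, of the fold at plasmid genes, of depth and of a swap, and the intervals of the correlations with length held fixed, were chosen after the results were seen, and so was the use of every deposited peak throughout this part. The paper does not report the comparison of the strains in the authors' deposited table, where 154 of 287 regions (53.7%) had a p under 0.05, 68 of them higher in condition 1, taken as WT, and 86 higher in condition 2, taken as *isp-1;ctb-1*. The largest fold in the authors' deposited table was 1.91, on chromosome II from 13281474 to 13282409 over *ztf-22*, with means of 262.23 in condition 1 and 581.25 in condition 2, from which this fold is not the plain ratio. The next 4 toward condition 2 in the authors' deposited table lay at or near chromosome ends, on X from 1 to 349 (fold 1.68), IV from 17493502 to 17493829 (1.67), I from 1 to 471 (1.65) and III from 13783476 to 13783801 (1.65). These had peaks in all 3 WT libraries and in 1, 0, 2 and 0 *isp-1;ctb-1* libraries, so that the 2 on IV and III are among the 5 regions of WT peaks only that run against taking condition 2 as *isp-1;ctb-1*. Toward condition 1, the authors' deposited table has its largest fold, 1.43, on IV from 2828556 to 2830601 near *clec-80*, followed by 4 regions with a fold of 1.2, on I from 10948361 to 10950349, from 4546534 to 4547725 and from 10950445 to 10950969, and on X from 17444628 to 17445509.

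A second signal outside the genes the paper discusses was the mitochondrial DNA, where 6 of 6 libraries had a peak. Its fold enrichment differed between libraries, from 1.33 to 2.06, but within each library it lay within 0.65% of that of the rRNA gene cluster on chromosome I, and 13.9 to 35.8% of the peaks of a library lay within 5% of it. A candidate explanation is that at DNA of very high read depth the ratio of ChIP to input reaches a value fixed by the library. A region with a higher mean in the authors' deposited table lay closer to this fold, with a median Spearman correlation across regions of -0.61 over the 6 libraries and a range of -0.79 to -0.29, and regions are not independent replicates. In the WT libraries, where the mitochondrial DNA fold (2.06, 2.01 and 1.89) lay above the list median (1.86, 1.86 and 1.67), the correlation was -0.29, -0.31 and -0.53. In the *isp-1;ctb-1* libraries, where that fold (1.33, 1.45 and 1.66) lay below the median (1.94, 1.53 and 1.73), it was -0.7, -0.71 and -0.79. Only called peaks entered, so peak calling may set a part of these correlations, and they cannot establish the explanation. Longer peaks averaging to a common fold as the whole cause go against the correlation with length held fixed, whose median was -0.51. It was above -0.1 in 0 of 6 libraries, and its 95% bootstrap interval over regions lay below -0.1 in 5 of them. A stricter bound set before, below -0.3 in at least 5 libraries, was met in 4, so length as a part of the cause stays open, and no biological explanation was tested.

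Regions over plasmid genes were a further signal. All 5 such regions in the authors' deposited table, over *vha-6*, *klf-1*, *rab-3*, *rol-6* and *unc-54*, had a p under 0.05 and a higher mean in condition 2, with folds of 1.29 to 1.57. The last was added after its value was seen, because its 3' end is common in worm plasmids. A difference of scaling alone, which would move all regions alike, goes against the 68 regions that the authors' deposited table has higher in condition 1 with a p under 0.05. Scaling as a part of the folds at the plasmid genes stays open, because the normalization is not given in the sources used here. The mitochondrial DNA had a fold in the authors' deposited table of 1.09 toward condition 1 (p 0.381) and the rRNA gene cluster 1.06 toward condition 1 (p 0.317), while the authors' deposited table has a region next to that cluster, on I from 15071817 to 15072434, at 1.19 toward condition 2 (p 0.000114). Of the 29 peaks at these 5 regions, 0% had a fold more than 5% above that of the mitochondrial DNA and 23 lay within 5% of it. The other regions over *klf-1* were not among these 29 peaks and lay lower. Their folds were 1.29 to 1.56 in WT, where the mitochondrial DNA had 1.89 to 2.06. In *isp-1;ctb-1* replicates 2 and 3 they were 1.23 and 1.41, where the mitochondrial DNA had 1.45 and 1.66. If the fold reaches a fixed value at high depth, the candidate explanation above, it could not show binding of KLF-1 beyond that value. Binding at these genes above the level of other DNA of high depth therefore cannot be told apart from their depth. The number of plasmid copies in each strain was not tested.

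Of the 6 libraries, *isp-1;ctb-1* replicate 1 shared the smallest part of its peaks with the others. Its ChIP depth, 25.5 M uniquely mapped reads, lay between those of the other 2 *isp-1;ctb-1* libraries, with the misprinted entry read as replicate 2, which goes against ChIP depth. Its input had the fewest uniquely mapped reads of the 6 inputs, 26.9 M, but WT replicate 1, with 27.1 M in its input, had the highest mean index of its strain, and with 1 such library the depth of the input cannot be told apart from other causes. A swap with a WT library goes against its mean Jaccard index with WT, 0.217, below the 0.369 with its own strain. Without the peaks at the fold of the mitochondrial DNA it still had the lowest mean index of its strain, 0.214, against 0.249 and 0.246, which goes against a different part of such peaks as the whole cause. The gap to the other 2 fell from 0.105 to 0.0333, so a part of the pattern going back to these peaks stays open. A biological difference between the samples was not tested. The mean index of *isp-1;ctb-1* replicate 3 with WT was 0.512 and with its own strain 0.471, and at the stated threshold 0.514 and 0.0829. The rule applied to replicate 1 would count these values of replicate 3 toward a swap with a WT library. Over every deposited peak, however, the split by the strain labels gave the largest gap of all splits. A swap of replicate 3 was not tested further and stays open, and the cause was not tested.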

How the results depend on the processing

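Further alternatives run on every deposited peak, the fold enrichment over 1.5 with no p threshold, the 5000 bp window, the genes as deposited and the removal of regions at the fold of the mitochondrial DNA were chosen after the data were examined. The number of peaks passing the stated threshold set most results. At that threshold 2 regions were held by both strains, 72 by WT and 14 by *isp-1;ctb-1* mutants, no *cyp* gene and no gene of the microarray list lay near a region in both strains, and 2 regions of Supplementary Data 3 were recovered. A fold enrichment of at least 2 gave 0, 11 and 12 regions, with 0 of Supplementary Data 3. Every deposited peak gave 184, 406 and 371 regions, 2 *cyp* genes, 1 gene of the microarray list and 59 regions of Supplementary Data 3, and a fold enrichment over 1.5 with no p threshold gave 78, 377 and 265 regions, 2 *cyp* genes, 1 microarray gene and 23 regions of Supplementary Data 3. Peaks in at least 1 of 3 libraries gave 43 regions in both strains, 108 in *isp-1;ctb-1* mutants and 30 of Supplementary Data 3, and peaks in 3 of 3 libraries gave 0, 47 in WT, 3 in *isp-1;ctb-1* mutants and 0 of Supplementary Data 3. Without regions over 2000 bp, 0 were held by both strains. With each library left out in turn, 0 to 2 regions were held by both strains, 4 to 14 by *isp-1;ctb-1* mutants and 49 to 72 by WT, and 0 to 2 regions of Supplementary Data 3 were recovered.

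Over every deposited peak, peaks in at least 1 of 3 libraries gave 334 regions in both strains, 757 in WT, 795 in *isp-1;ctb-1* mutants, 3 microarray genes and 89 regions of Supplementary Data 3. Peaks in 3 of 3 gave 86, 228 and 177 regions and 31 of Supplementary Data 3. With each library left out, 101 to 183 regions were held by both strains, 242 to 409 by WT and 201 to 378 by *isp-1;ctb-1* mutants, and 39 to 58 of Supplementary Data 3 were recovered. The number of WT regions was lowest without WT replicate 1 or 2, and the other numbers were lowest without *isp-1;ctb-1* replicate 3. The count of *cyp* genes was 2 in each of these settings and 0 with the genes as assigned in the deposited lists. Without regions at the fold of the mitochondrial DNA 124 regions were held by both strains.

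The difference in peaks per library, *isp-1;ctb-1* minus WT, was -30.67 at the stated threshold, 11 at a fold enrichment of at least 2 and 8.67 over every deposited peak. At a fold enrichment over 1.5 with no p threshold it was -83.33. With a library left out it ran from -40.67 to -12.5 at the threshold and from -97.33 to 83.67 over every deposited peak. The exact permutation p was never under 0.3. The sources used here do not say whether the replicate numbers pair the libraries. The correlation of deviations for the same number was -0.081, 0.11 and -0.13, against -0.2 to 0.26 for different numbers. These values show no pairing, but with 3 libraries per strain they cannot exclude it. A test blocked by replicate number gave the same differences of -30.67 and 8.67, with exact sign-flip p of 0.5 and 1, where 3 pairs cannot give less than 0.25, so that neither test could pass 0.05.

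Pairs of 1 strain had on average a higher agreement than pairs of different strains in each setting run, which at the stated threshold came from the WT pairs. The gap in Jaccard index was 0.182 at the stated threshold and 0.125 over every deposited peak. It was 0.0719 with 7 top peaks per library, where another split gave 0.116 and the exact permutation p was 0.2. For regions held by both strains, the number of gene lists with an adjusted p under 0.05 was 0 at the stated threshold, 1 with peaks in at least 1 of 3 libraries and 1 over every deposited peak. In the authors' deposited table, 154 regions had a p under 0.05, 11 of them also a deposited fold over 1.5, all higher in condition 2, and 0 a deposited fold over 2, although 2 regions had means whose ratio was over 2. The alternatives that need a q-value, a strand, a genome sequence or read counts per library were not run. Depth per peak is not known, so which regions the depth of a library keeps from passing was not tested. The causes of these differences were not tested, beyond fewer peaks and libraries by construction.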

Differences from the paper's values

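The paper's mean number of genomic regions per data set is 430 for WT and 550 for *isp-1;ctb-1* mutants, and the mean number of peaks per library at the threshold stated in the Reporting Summary, applied to the deposited p-value, was 74 and 43.3. That p-value is blank for 1464 of 3116 peaks (47%), which therefore cannot pass, and reaches 0.431 in the others, so whether it is the p-value that the paper's threshold refers to is not known here. Of the alternatives set before the data were examined, every deposited peak gave 515 and 523.7, each within 1 SD between libraries of the paper's value, and a fold enrichment of at least 2 gave 15.3 and 26.3, which did not. A fold enrichment over 1.5 with no p threshold gave 480 and 396.7, also each within 1 SD of the paper's value, a setting chosen after seeing the values, under which 23 of the 154 regions of Supplementary Data 3 were held by both strains.

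The paper's number of regions found in both data sets is 149, and 2 regions were found in both strains at the stated threshold, which rests on the same deposited p-value and its blanks. Of the alternatives set before the data were examined, every deposited peak gave 184, within 1.5 times the paper's value. A fold enrichment of at least 2, peaks in at least 1 or in 3 of 3 libraries, each library left out, an overlap of 50% of the shorter peak, placement within 200 kb and the removal of regions over 2000 bp gave 0 to 43 and did not. Of the settings chosen after the data were examined, a fold enrichment over 1.5 with no p threshold gave 78. Over every deposited peak, the removal of regions at the fold of the mitochondrial DNA gave 124, which lies within 1.5 times the paper's value, and leaving out each library in turn gave 101 to 183, which do too, as do 146 without regions over 2000 bp and 181 with an overlap of 50% of the shorter peak, while peaks in at least 1 of 3 libraries gave 334 and peaks in 3 of 3 gave 86, which do not. The paper's Supplementary Data 3 also has 149 distinct gene symbols, and 59 of its 154 regions were held by both strains over every deposited peak.

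The paper's table names 4 *cyp* genes with a region in both strains, and no *cyp* gene lay near such a region at the stated threshold. None of the alternatives reached 4. Every deposited peak gave 2, *cyp-13A11* and *cyp-13A12*, both near the same region, of which the paper's table has the first gene. Of the paper's other genes, *cyp-37A1* had a peak in all 3 *isp-1;ctb-1* libraries and 1 WT library, and *cyp-13A8* and *cyp-33C9* in 1 WT library at the listed regions. Peaks assigned to *cyp-13A8* were found in 2 WT libraries, at different places. The paper places the region upstream of these genes, and the peaks at *cyp-13A11* lay inside the annotated span of the gene.

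The paper describes the targets as found in both strains, and over the whole of Supplementary Data 3, 65 of 154 regions (42.2%) overlapped deposited peaks of 1 strain only. It states a strong overlap with its microarray, for which it cites Supplementary Tables 1 and 2, the GO terms and KEGG pathways of the genes of Supplementary Data 1, beside Supplementary Data 3. These terms were not compared here, and gene by gene 1 gene, *cyp-13A11*, stood in both Supplementary Data 1 and Supplementary Data 3, 0.67% of the genes of the latter. It states that most target genes stood in more than one of the earlier data sets, and 73 of 149 (49%) had more than 1 mark, while 61.9% of the genes with any mark did.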

Other observations

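The tests in this part were chosen after the data were examined, apart from the gene lists. Regions with peaks in at least 2 *isp-1;ctb-1* libraries and in no WT library lay near genes of cytosolic ribosomal proteins and of the mitochondrial respiratory chain more often than random placements did. Of 78 ribosomal protein genes, 6 lay within 2000 bp of one of these 152 regions (mean of placements 0.81, permutation p = 0.002, adjusted p = 0.02). They were *rpl-7*, *rps-28* and *rpl-18A*, with peaks in all 3 *isp-1;ctb-1* libraries, and *rpl-10a*, *rpl-15* and *rpl-35*, with peaks in 2. Of 31 nuclear genes of the respiratory chain, 4 did (mean 0.36, permutation p = 0.001, adjusted p = 0.02). They were *cox-6B* of complex IV and *nuo-4* of complex I, with peaks in all 3 libraries, and *cox-5A* of complex IV and *atp-3* of the ATP synthase, with peaks in 2. The regions at *nuo-4* (chromosome III from 7155492 to 7156026), *cox-6B* (III from 2785773 to 2786201) and *atp-3* (I from 5429789 to 5430119) overlapped the gene or lay 1 bp from it. Without *isp-1;ctb-1* replicate 1, 3 ribosomal and 2 respiratory chain genes remained near 62 regions (means of placements 0.34 and 0.15) and both adjusted p rose to 0.12, and without *isp-1;ctb-1* replicate 3 the adjusted p was 0.02 for the ribosomal and 0.14 for the respiratory chain genes. At the stated threshold, with 11 such regions, 3 ribosomal protein genes lay near one (*rpl-15*, *rpl-18A* and *rpl-27*, adjusted permutation p = 0.02), of which the region near *rpl-27* is held by both strains over every deposited peak, and no respiratory chain gene did (adjusted permutation p = 1). No member of either list lay near the regions of WT alone, and the difference between the strains was not tested. The *isp-1;ctb-1* ChIP libraries all had more uniquely mapped reads than the WT ones, so strain and depth cannot be told apart here. Paralogs of a gene family were not told apart here beyond the peaks' positions.

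Regions held by both strains had a protein-coding gene nearby less often than random placements. Outside the mitochondrial DNA, 116 of 183 (63.4%) had a protein-coding gene within 2000 bp, against 91.3% of random placements on average and 82% at the lowest (two-sided permutation p = 0.002, the smallest possible). The regions of WT alone had one for 74 of 140 (52.9%, against 89.6%, permutation p = 0.002), and those of *isp-1;ctb-1* mutants alone for 139 of 152 (91.4%, against 89.4%, permutation p = 0.527). Of the regions in both strains, 60 (32.6%) had the fold of the mitochondrial DNA in most of their libraries, against 14 of 293 regions (4.78%) of 1 strain alone.

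The gene *klf-1* itself, on chromosome III from 2874818 to 2880676, held 5 separate regions between 2874791 and 2879764. WT libraries had peaks in all 5, and 2 *isp-1;ctb-1* libraries had peaks in the 2 at the higher coordinates. The transgene carries *klf-1*, so that these peaks need not come from the chromosomal gene.

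The paper's ChIP-qPCR gave more binding in *isp-1;ctb-1* mutants at the *cyp-13A11* promoter, and whether its amplicon lies in the region found here over the gene was not tested, since no genome sequence was used. At that region the authors' deposited table gives means of 788.58 in condition 1 and 689.88 in condition 2, a deposited fold of 1.07 toward condition 1 with a p of 0.599. Over F01D5.10, on chromosome II from 14019524 to 14020086, a stretch that includes the region listed for *cyp-37A1*, the authors' deposited table gives means of 262.48 and 410.99, a fold of 1.48 toward condition 2 with a p of 1.1e-05.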
